# Comparative Transcriptomics Reveals Jasmonic Acid-Associated Metabolism Related to Cotton Fiber Initiation

**DOI:** 10.1371/journal.pone.0129854

**Published:** 2015-06-16

**Authors:** Liman Wang, Youmin Zhu, Wenjing Hu, Xueying Zhang, Caiping Cai, Wangzhen Guo

## Abstract

Analysis of mutants and gene expression patterns provides a powerful approach for investigating genes involved in key stages of plant fiber development. In this study, lintless-fuzzless XinWX and linted-fuzzless XinFLM with a single genetic locus difference for lint were used to identify differentially expressed genes. Scanning electron microscopy showed fiber initiation in XinFLM at 0 days post anthesis (DPA). Fiber transcriptional profiling of the lines at three initiation developmental stages (-1, 0, 1 DPA) was performed using an oligonucleotide microarray. Loop comparisons of the differentially expressed genes within and between the lines was carried out, and functional classification and enrichment analysis showed that gene expression patterns during fiber initiation were heavily associated with hormone metabolism, transcription factor regulation, lipid transport, and asparagine biosynthetic processes, as previously reported. Further, four members of the allene-oxide cyclase (AOC) family that function in jasmonate biosynthesis were parallel up-regulation in fiber initiation, especially at -1 DPA, compared to other tissues and organs in linted-fuzzed TM-1. Real time-quantitative PCR (RT-qPCR) analysis in different fiber mutant lines revealed that *AOCs* were up-regulated higher at -1 DPA in lintless-fuzzless than that in linted-fuzzless and linted-fuzzed materials, and transcription of the *AOCs* was increased under jasmonic acid (JA) treatment. Expression analysis of JA biosynthesis-associated genes between XinWX and XinFLM showed that they were up-regulated during fiber initiation in the fuzzless-lintless mutant. Taken together, jasmonic acid-associated metabolism was related to cotton fiber initiation. Parallel up-regulation of *AOCs* expression may be important for normal fiber initiation development, while overproduction of *AOCs* might disrupt normal fiber development.

## Introduction

*Gossypium hirsutum* (cotton) is an important economic crop and is a major source of both natural textile fiber and cottonseed oil. Cotton fibers are single-celled trichomes from individual epidermal cells on the outer integument of the ovules. Fiber development involves four distinct but overlapping stages: initiation, elongation/primary cell wall (PCW) synthesis, secondary cell wall (SCW) deposition and maturation. Fiber cell initiation usually begins around anthesis and is characterized by the enlargement and protrusion of epidermal cells from the ovular surface. All epidermal cells have the potential to become fibers, but only about 30% will differentiate into commercially viable lint fibers that can be spun [1,2]. During 5–25 days post anthesis (DPA), fiber cells elongate rapidly with peak growth rates of over 2 mm per day [3,4]. During secondary cell wall deposition (20–45 DPA), cellulose biosynthesis predominates until fibers contain approximately 90% cellulose and the cell wall is adequately thickened. During the final maturation stage (45–50 DPA) fibers quickly dehydrate to become mature [1,2,5].

Fiber initiation progresses through two morphological phases: (1) differentiation of the pre-fiber from the epidermal cell ovule, and (2) expansion and protuberance of the pre-fiber cell [6]. The second stage involves numerous genes that control the cell cycle, hormone regulation, cytoskeletal features, signal transduction, and formation and deposition of complex carbohydrates and cell wall proteins [7]. In addition, maintaining homeostasis of reactive oxygen species (ROS) is crucial for cotton fiber initiation [8].

Mutant organisms are powerful tools for elucidating the molecular mechanisms of important genes. In cotton, important fiber mutants have been characterized including fuzzless-lintless (*fl*), such as MD17 [9], SL 1-7-1 [10], Xz-142 WX [11], naked seed (*N1* and *n2*) [12,13], ligon-lintless (*Li1* and *Li2*) [14,15], and immature fiber (*im*) [16]. A combination of fiber development mutants and high-throughout gene expression analysis has identified genes involved in key stages of fiber development. Padmalatha et al. [17] compared transcriptome analysis of *fl* with wild-type *G*. *hirsutum* cv. MCU5 during fiber initiation (0 DPA) and found that genes involved in calcium and phytohormone-mediated signalling pathways played crucial regulatory roles during fiber differentiation, while mitochondria mediate energy metabolism during fiber elongation. Shi et al. [18] found ethylene biosynthesis to be one of the major biochemical pathways to be upregulated during fiber elongation by combining cDNA library sequencing and microarray analysis. Transcription profiling of the *im* mutant and its near-isogenic line (NIL) TM-1 during fiber secondary cell wall development led to the identification of an asynchronous fiber development at the transition between secondary cell wall biosynthesis and earlier stages [19].

XinWX is a lintless-fuzzless fiber mutant, showing the similar phenotype with Xz-142 WX. XinFLM is a fuzzless-linted mutant isolated from XinWX. Genetic analysis revealed that XinFLM was a dominant mutant that only differed from XinWX at a single locus for lint [20]. The two mutant lines showed no significant phenotypic differences except for the mature bolls (S1 Fig). Seeds of XinFLM have lint but no fuzz, while those of XinWX are lintless and fuzzless. In this study, we performed a comparative analysis of the transcriptional profile during fiber initiation development of lintless-fuzzless XinWX and linted-fuzzless XinFLM using 28K cDNA microarrays. Differentially expressed genes (DEGs) were identified and their potential functional roles during fiber differentiation and initiation were investigated. Besides largerly agreed with previously reported, this study established a foundation for elucidating the functional role of allene oxide cyclases (AOCs) in the regulation of the development of cotton fiber initation, and suggested that jasmonic acid-associated metabolism was invovled in cotton fiber initiation.

## Materials and Methods

### Plant materials

Plant materials used in this study contain Xinxiangxiaoji lintless-fuzzless and linted-fuzzless isogenic lines (XinWX and XinFLM, respectively); Upland cotton genetic standard line Texas Marker-1(*G*. *hirsutum* acc. TM-1); Xuzhou-142 (Xz-142) and Xuzhou-142 lintless-fuzzless mutant (Xz-142 WX); recessive naked seed n2 line. All plants were grown under standard field conditions at PaiLou experimental field, Nanjing Agricultural University, Jiangsu Province, China. All necessary permits for collecting XinFLM, Xz-142 and TM-1 were obtained from Nanjing Agricultural University, others from Cotton Research Institute, Chinese Academy of Agricultural Sciences, China. Flowers were hand-pollinated and tagged at 0 DPA, and cotton bolls were collected at -3, -1, 0, 1 and 3 DPA.

*G*. *hirsutum* acc. TM-1 was used for tissue/organ expression analysis. Roots, stems and leaves were collected from two-week-old seedlings, and ovules and fibers were excised from developing flower buds or bolls. *G*. *hirsutum* cv. Jinmian 19 was used for JA treatment, and seedlings at the four leaf stage were treated with 100 μM JA (with water as a control). Leaves were harvested at the appropriate times (0, 0.5, 1, 2, 4, 6, 8, 10, 12, and 24 h following treatment). All tissues collected were flash-frozen in liquid nitrogen and stored at –70°C.

### Sample preparation for scanning electron microscopy (SEM) analysis

Ovule samples from XinWX and XinFLM at -1, 0, and 1 DPA were dehydrated serially for 30 min in 30%, 50%, 70%, 80%, 90% and 100% ethanol, then incubated in isoamyl acetate for 3 × 30 min. Samples were freeze-dried using an ES-2030 (Hitachi, Japan), sputter-coated with silver using an E-1010/E-1020 ion sputter (Hitachi, Japan), and imaged using an S-3000N SEM (Hitachi, Japan) [21].

### RNA isolation

The CTAB-acidic phenolic method [22] was used to extract total RNA that was purified using the NucleoSpin RNA clean-up kit (MACHEREY-NAGEL, Germany). Spectrophotometry and 1.2% agarose formaldehyde denaturing gel electrophoresis were used to monitor RNA quantity and integrity.

### RNA amplification and labeling

The cRNA amplification and labeling Kit (CapitalBio, China) was used to amplify and label RNA following the manufacturer’s protocol. cDNA samples from XinWX and XinFLM collected during the same fiber developmental stage were labeled with Cy3 and Cy5-dCTP, respectively, and these dyes were interchanged to label cDNA samples in a dye swap experiment.

### Microarray hybridization and statistical analysis

Expression patterns were analyzed using the dual-dye 28 k cotton cDNA microarray platform (GPL8569) containing 29,184 probes from Upland cotton (*G*. *hirsutum* L. cv. Xuzhou 142) ovule and fiber samples collected between -3 and 25 DPA. Microarray hybridization was carried out as described [19] using -1, 0 and 1 DPA samples from XinWX and XinFLM. The experiment was finished by pairwise hybridizations between the two lines at the same sampling timepoint with two biogical replicates and a dye swap. All microarrays were scanned with a LuxScan 10 K/A scanner (CapitalBio) and array images were analyzed with LuxScan^TM^ 3.0 (CapitalBio). Microarray data have been deposited in the Gene Expression Omnibus of NCBI (GEO series accession number GSE59208; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59208).

The LIMMA program [23] based on the open source Bioconductor project (http://www.bioconductor.org) was used to perform statistical analyses. Feint spots were removed if the intensity was less than 400 units following background subtraction. The LOWESS [24] and Aquantile [25] methods were then used to normalize the data within and across the arrays, respectively. In order to analyze DEGs, normalized data were fitted to linear models in LIMMA and a moderated *t*-statistic (eBays) calculation was performed [26]. Hybridization signal ratios from each slide were used to determine DEGs between the two accessions at each time point, and single channel data *in silico* were compared to determine DEGs from the same accession at different time points. Genes were designated as differentially expressed if FDR <0.05 and the fold change ≥2. Blast2GO (http:// www.Blast2go.com/) was then used for functional categorization of DEGs, GO analysis, and enrichment analysis with Fisher’s exact test for each GO term, in which FDR *P* values (FDR <0.05) were used for the assessment of over-represented GO terms [27].

### Real time-quantitative PCR analysis

RNA samples were reverse transcribed into cDNA according to the manufacturer’s instructions. Reactions contained 2 μg RNA, 0.5 μg oligo (dT), 200 units M-MLV RT (Cat#M1705; Promega, USA), 1.25 μl dNTP (10 mM) and 25 units RNasin Ribonuclease Inhibitor (Cat# N2511; Promega, USA). Gene-specific real time-quantitative PCR (RT-qPCR) primers were designed and synthesized commercially (Genscript, China; S1 Table). The *His3* gene was used as a control and RT-qPCR was performed using a LightCycler FastStart DNA Master SYBR Green I kit (Roche, Switzerland) in an ABI7500 sequence detection system (Applied Biosystems, USA) according to the manufacturer’s protocol. The reaction system was as follows: 1μL cDNA; 0.5 μL forward or reverse primers; 10 μL 2 × SYBR; 8 μL ddH_2_O. The PCR program was as follows: initial denaturation at 95C for 10 min, then 40 cycles of 95C for 15 s, 58 C for 15 s, and 72C for 30 s. The expression of each gene relative to *His3* was calculated according to the formula: fold change = 2^-△Ct^ (△Ct = Ct _Target gene_—Ct _His3_) [28]. For all real-time PCR reactions, three technical replicates were performed in each of the three biological experiments.

### In vitro culture of cotton ovules

Bolls were collected from TM-1 at -1 DPA. The bolls were sterilized in 70% ethanol for 5~10 min and washed three times with sterile distilled water. Ovules were then removed from the bolls under sterile conditons and floated on 30mL liquid BT medium in the flask with 5μM IAA and 0.5μM GA_3_. For JA treatment, JA was added to the liquid BT medium at concentrations of 0.1, 0.5, and 2.5μM, respectively. The ovules were cultured in the dark at 30°C for 2 days. Three replicates were done in each assay.

## Results

### Fiber initiation differences between XinWX and XinFLM

To identify differences between XinWX and XinFLM in fiber initiation, scanning electron microscopy (SEM) was used to compare the protrusion of epidermal cells during fiber initiation development (Fig 1). The entire ovule and flanking surface lacked any protrusion from -1 DPA to 1 DPA in XinWX (A1-A3, B1-B3). XinFLM also lacked spherical protrusions at the day before anthesis (C1, D1), but the whole ovule and flanking surface was covered in many spherical protrusions at 0 DPA (C2, D2) and 1 DPA (C3, D3), and elongated lint fibers were present at 1 DPA. This indicated that lintless-fuzzless XinWX failed to complete fiber initiation in the normal manner, and the fiber initiation phenotype of linted-fuzzless XinFLM was observed at the day of anthesis. 

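RNA of XinWX ovules, which form neither lint nor fuzz, and of XinFLM ovules, which form lint but no fuzz, was compared directly on 9 dual-dye cDNA arrays, 3 at each of -1, 0 and 1 DPA. Each array carried 29184 probe spots, and both lines at the same stage were hybridized to it with different dyes. On replicates 1 and 3 of each stage XinWX was labeled with Cy3 and XinFLM with Cy5, and on replicate 2, the dye swap, the dyes were interchanged. The methods give 2 biological replicates and a dye swap, and the sample labels and the legend of Fig 2 give 3 replicates without calling them biological. The p-values and the standard deviations (SD) over 3 arrays may therefore measure technical spread in part. Counts obtained with replicate 1 and the swapped array averaged as 1 sample are given where they differ by much. Across probes, which are not independent replicates, the log ratios of replicates 1 and 2, turned the same way, correlated at r = 0.89, 0.82 and 0.80 at -1, 0 and 1 DPA, and those of replicates 1 and 3 at r = 0.65, 0.51 and 0.60.
The deposited values are the scanner intensities of each spot in both channels and a table of the authors' normalized log2 ratios. Here the intensities were used. Spots under 400 units after background subtraction in both channels were removed, which took out between 18.2% and 29.6% of the probe spots of an array (median 21.6%). The median background-subtracted intensity per channel ranged from 694 to 1664 units. Both of these extremes were on the replicate 3 array of 1 DPA, with XinWX at 1664 and XinFLM at 694 units. The intensities of all spots were background-corrected with the normexp method. Log2 ratios were normalized by loess within each array, with the removed spots at weight 0, and every ratio was turned to XinWX over XinFLM. For changes within a line the intensities of the removed spots stayed in the fit, and the filter decided only which probes were tested. Differences between the lines were tested with linear models and moderated statistics in limma on the ratios, and changes within a line with limma's separate-channel analysis after Aquantile normalization across the arrays. A probe was called differentially expressed at a false discovery rate (FDR) under 0.05 and a fold change of at least 2. The number of arrays limits the precision of every value.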

Transcriptional differences between the two lines during fiber initiation (-1, 0, and 1 DPA) were subsequently investigated using a cDNA microarray approach.

**Fig 1:**
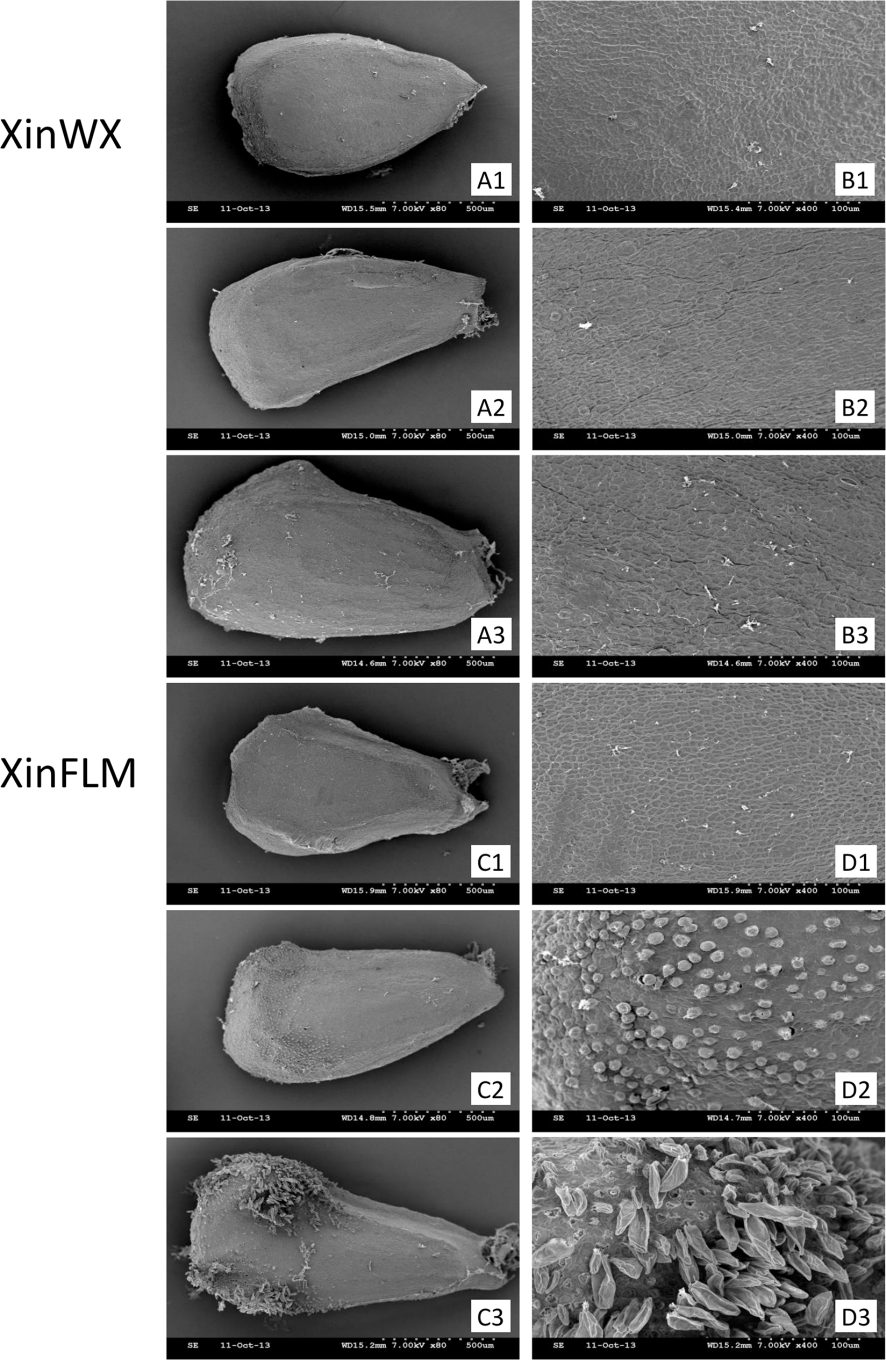
Scanning electron micrographs of ovules at -1, 0 and 1DPA in XinWX and XinFLM. (A, B) ovules of XinWX. (C, D) ovules of XinFLM. 1–3 indicate the day before anthesis (-1 DPA), the day of the anthesis (0 DPA), and the day after anthesis (1 DPA), respectively. Working distance (WD), accelerating voltage (7.00KV) and magnification (left: 50×; right: 400×) are indicated.

### Differential gene expression in XinWX and XinFLM during fiber initiation

Differences in gene expression during fiber initiation in the mutant lines were compared at -1, 0 and 1 DPA. Numbers of differentially expressed genes (DEGs) at adjacent time points within and between the lines were determined (Fig 2). The distribution of DEGs exhibiting a false discovery rate (FDR) <0.05 and a fold change 2 suggested the level of transcriptional variation differed significantly. In XinFLM, 1774 genes showed altered expression between 1 and -1 DPA, whereas only 68 DEGs were detected in XinWX, suggesting the gene expression profiles in XinWX had relatively few changes during the fiber initiation stage. 

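In XinFLM 2176 of the 21229 probes tested changed between -1 and 1 DPA, 1040 of them higher and 1136 lower at 1 DPA. In XinWX 468 changed, 198 higher and 270 lower. The lipid transfer protein probe 28K_179_F11, of a family that carries lipids between membranes and to the cell surface, rose 3.27-fold in XinFLM (log2 1.71, standard error 0.32, adjusted p = 0.00162 in limma, n = 3 arrays per stage). Benzoquinone reductase 28K_233_A03, a quinone-reducing enzyme, rose 2.55-fold in XinFLM (log2 1.35, standard error 0.28, adjusted p = 0.00346). Among genes of jasmonic acid (JA) synthesis, lipoxygenase 28K_275_B02, which oxygenates the fatty acid precursor, fell in XinFLM (log2 -1.48, standard error 0.47, adjusted p = 0.0464, not passed in 12 of 20 alternative settings), and 12-oxophytodienoate reductase 3 28K_299_E12, which acts later in the pathway, fell at least 2.33-fold in XinFLM (adjusted p = 0.00994, not passed without -1 DPA replicate 1). The second value is a lower bound, because the XinFLM signal of this probe was under 400 units on all 3 arrays of 1 DPA. It was computed against the lowest normalized XinFLM intensity of probes with at least 400 units in that channel, or the probe's own value where higher. In XinWX the other lipoxygenase probe, 28K_150_B07, fell (log2 -2.00, standard error 0.39, adjusted p = 0.0144, not passed in 4 of 19 alternative settings), and no other of the 18 probes named in the study passed the test there. In XinWX 28K_299_E12 had a log2 change of -1.07 (adjusted p = 0.167), and its difference of change between the lines did not pass (adjusted p = 0.164). In XinFLM 28K_150_B07 had a fall of at least 1.66-fold that did not pass (adjusted p = 0.0859), with a signal under 400 units on all 3 arrays of 1 DPA. Its difference of change had an adjusted p of 0.047 (0.0642 with replicate 1 and the swapped array averaged).
Over the shorter intervals, 161 probes changed from -1 to 0 DPA and 613 from 0 to 1 DPA in XinFLM, against 97 and 56 in XinWX. These counts are less certain, because with replicate 1 and the swapped array averaged they were 3 and 0 in XinFLM and 0 and 0 in XinWX (limma, with 2075 probes at an unadjusted p under 0.05 for XinFLM from 0 to 1 DPA and 1134 and 1148 for XinWX). From -1 to 0 DPA the lines had 2058 (XinFLM) and 2101 (XinWX) probes at an unadjusted p under 0.05 on 9 arrays, 425 and 420 DEGs with the 6 arrays of these stages alone in the fit, and 281 and 239 with the replicate number as a block. From 0 to 1 DPA the 6-array fit gave 343 and 8. Leaving out single arrays gave 7 to 373 and 122 to 2107 in XinFLM and 0 (without 0 DPA replicate 2, 1374 at an unadjusted p under 0.05 in limma) to 361 and 5 to 1982 in XinWX, each highest without 1 DPA replicate 3. The exceptions that moved a count by no more than 1.5 times were, from -1 to 0 DPA, 1 DPA replicates 1 and 2 in XinFLM and -1 DPA replicate 3 and 1 DPA replicate 1 in XinWX, and from 0 to 1 DPA, -1 DPA replicates 2 and 3 in XinFLM and no array in XinWX.
The change from -1 to 1 DPA itself differed between the lines for 2263 probes (FDR under 0.05 in limma), and XinFLM had the larger change in 78.3% of these. Of the 2176 probes called in XinFLM, 1978 moved in the same direction in XinWX, and 969 differed in their change between the lines. Those called higher had a median change of log2 1.37 in XinFLM and 0.73 in XinWX, and those called lower -1.38 and -0.81. These probes were picked by their change in XinFLM, which favors a larger value there, and both lines share each array, which favors the same direction.

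**Figure D1:**
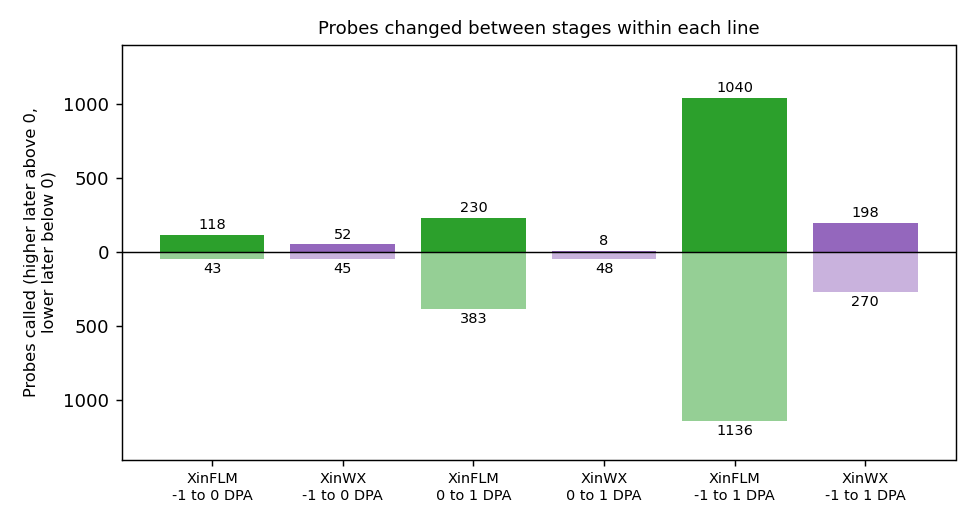
Number of probes higher or lower at the later stage (y-axis) for each interval and line (x-axis), at an FDR under 0.05 and a fold change of at least 2 in limma's separate-channel analysis. The bars of XinFLM between -1 and 1 DPA, at 1040 and 1136 probes, stand above those of XinWX, at 198 and 270.

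With replicate 1 and the swapped array averaged as 1 sample, 488 probes passed between -1 and 1 DPA in XinFLM and 0 in XinWX, where limma gave 1719 probes at an unadjusted p under 0.05, 866 differed in their change, and of the 5 probes named above 28K_299_E12 alone passed (adjusted p = 0.0454, the others between 0.065 and 0.261). The count of XinFLM was 1093 without -1 DPA replicate 1, 1367 without -1 DPA replicate 2 and 3299 without 1 DPA replicate 3, that of XinWX moved by over 1.5 times without any single array except 0 DPA replicate 3, from 20 without -1 DPA replicate 1 to 2100 without 1 DPA replicate 3, and with the 6 arrays of these stages alone in the fit it was 66. From the larger number of changing genes in XinFLM, the paper proposes that expression in XinWX changed little during fiber initiation.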

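Between the lines, 769 of 23170 probes tested were differentially expressed at -1 DPA, 482 of them higher in XinWX and 287 higher in XinFLM. At 0 DPA 335 of 22654 probes differed, 101 higher in XinWX and 234 higher in XinFLM. At 1 DPA 875 of 22077 probes differed, 392 higher in XinWX and 483 higher in XinFLM. Of the 18 probes that the study names, 5 were higher in XinWX and 3 in XinFLM at -1 DPA, 2 were higher in XinFLM at 0 DPA, and 3 were higher in XinWX and 2 in XinFLM at 1 DPA. These counts were the same when adjusted over the list alone, and because the study chose the list on these samples it is not independent evidence of a direction.
The files used here do not pair the other probes with gene names, and the DEGs that differed most among those kept on all 3 arrays of a stage with the same sign are given by ID. At -1 DPA 28K_157_E12 was 9.51-fold higher in XinWX (log2 3.25 ± 0.15, SD, n = 3 arrays) and 28K_094_F09 was 11.5-fold higher in XinFLM (log2 -3.52 ± 0.07). At 0 DPA 28K_224_H07 was 6.50-fold higher in XinWX (log2 2.70 ± 0.44) and 28K_113_E05 was 8.12-fold higher in XinFLM (log2 -3.02 ± 0.63). At 1 DPA 28K_277_G11 was 7.11-fold higher in XinWX (log2 2.83 ± 1.35, or 3.60 without 1 DPA replicate 3, with an XinFLM signal under 400 units on 2 of 3 arrays) and 28K_169_F03 was 16.0-fold higher in XinFLM (log2 -4.00 ± 0.84). Each of these 6 probes passed with an adjusted p of at most 2.75e-05 in limma. Without the minimum fold change, 5741, 1742 and 5357 probes passed the FDR at -1, 0 and 1 DPA, against 2781, 566 and 2389 with replicate 1 and the swapped array averaged, and with scale normalization between arrays 586 passed both limits at 0 DPA, and the log2 ratios of 28K_224_H07, 28K_113_E05 and 28K_169_F03 were 3.37, -3.76 and -3.41.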

Differences in gene expression between XinWX and XinFLM were most pronounced at -1 DPA (834 DEGs) and 1 DPA (1000 DEGs), while only 357 DEGs were detected at 0 DPA. In combination with the SEM results, these findings indicated that genes differentially expressed at 1 DPA may be involved in fiber elongation.

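The DEGs of different stages overlapped in part. Of 20873 probes tested at all 3 stages, 1398 were differentially expressed between the lines at 1 or more stages, and 1047 of these at exactly 1 stage. At all 3 stages 25 probes were higher in XinWX and 21 were higher in XinFLM. Between 0 and 1 DPA, 136 probes were higher in XinFLM at both stages, where independent lists of these sizes would share 4.88, and 35 were higher in XinWX at both, where independent lists would share 1.63. Between -1 and 1 DPA the shared probes were mostly those of XinWX, with 140 higher in XinWX at both stages (8.15 for independent lists) and 44 higher in XinFLM (5.20). A further 23 probes were higher in one line at -1 DPA and in the other at 1 DPA (13.7 for independent lists). Between -1 and 0 DPA 44 were shared in XinWX (1.97) and 38 in XinFLM (2.64). Probes higher in one line at the earlier stage and in the other at the later were 0 between -1 and 0 DPA (5.69 for independent lists) and 8 between 0 and 1 DPA (6.01). Across probes, which are not independent replicates, the log ratios correlated at r = 0.42 between -1 and 0 DPA, 0.46 between 0 and 1 DPA and 0.40 between -1 and 1 DPA. The stages share no array, but they share the dye layout. With a dye term, or on straight or swapped arrays alone, r was 0.35 to 0.45, 0.32 to 0.46 and 0.36 to 0.40. Same-numbered arrays of -1 and 0 DPA also deviated together in the log ratio (r = 0.140, 0.257 and 0.128), so these stages are not fully independent. From the DEGs of 1 DPA together with the micrographs, the paper proposes that genes that differ at this stage may take part in fiber elongation.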

**Fig 2:**
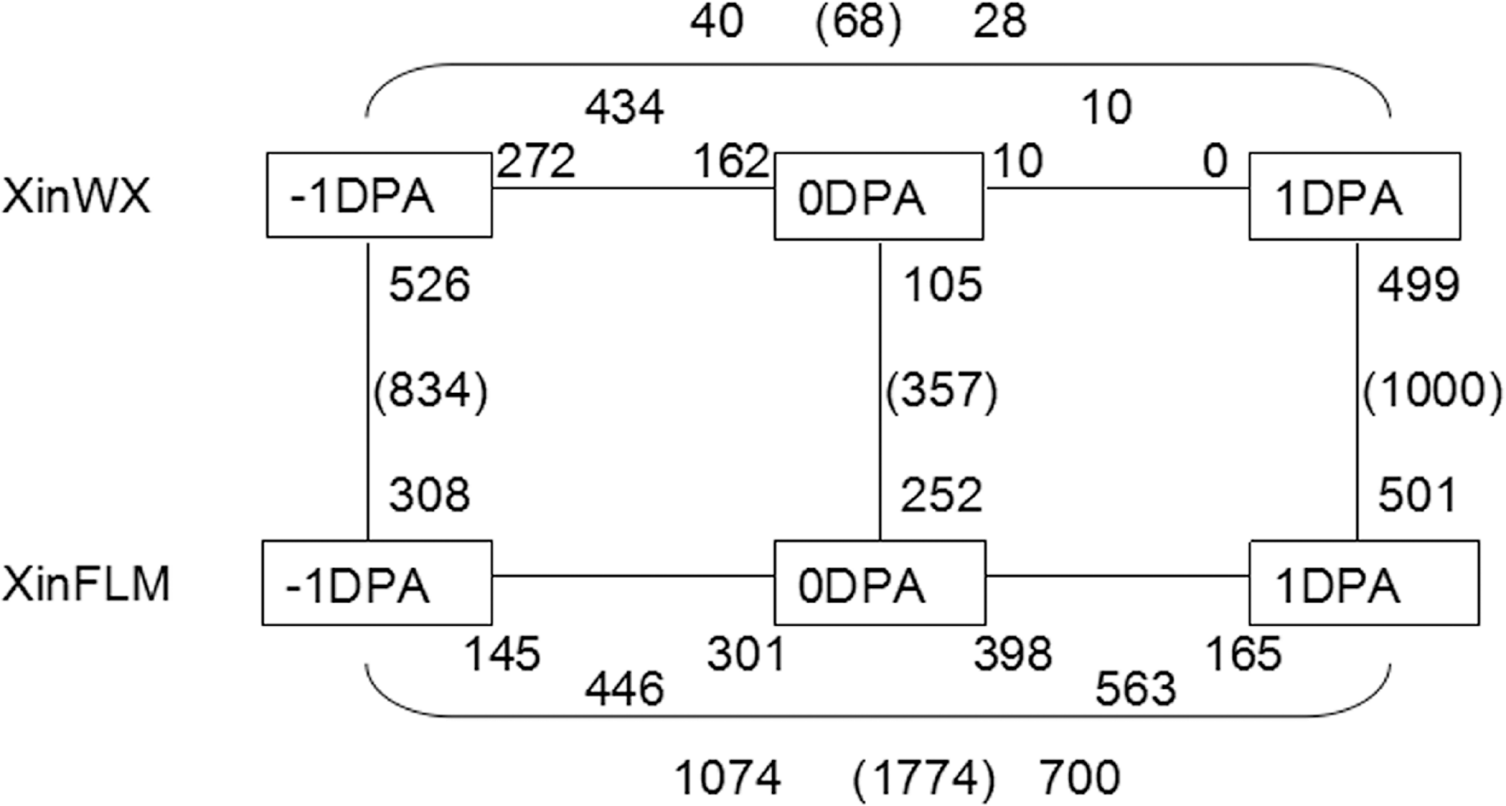
Number of differentially expressed genes within and between XinWX and XinFLM. Microarray analysis was performed on three replicates of each sample at three stages (represented by boxes) for both accessions. Numbers on or beside the line designate the number of upregulated genes (>2-fold, FDR <0.05) relative to the adjacent developmental stage or between two accessions. The total number of genes in each comparison is given in brackets.

Identified DEGs were further investigated using RT-qPCR. A total of 12 genes involved in various functional categories were selected to validate the microarray data. These included eight DEGs and four genes (28K_001_D11, 28K_118_C05, 28K_141_D12, 28K_206_B07) that did not exhibit differential expression between XinWX and XinFLM in microarray data analysis. 

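Of the 12 probes, 3 were higher in XinWX at -1 DPA, 2 were higher in XinFLM at 0 DPA, and 2 were higher in XinWX and 2 in XinFLM at 1 DPA, the latter being lipid transfer protein 28K_179_F11 and benzoquinone reductase 28K_233_A03. These numbers were the same when adjusted over the list alone, which the study chose on these samples, so that they are not independent evidence. ABC transporter 28K_057_D05, of a family of membrane transport proteins, was 2.71-fold higher in XinWX at -1 DPA (log2 1.44 ± 0.11, SD, n = 3 arrays, adjusted p = 2.24e-06 in limma) and had log2 ratios of 0.44 ± 0.11 at 0 DPA and 0.78 ± 0.11 at 1 DPA. Cystathionine gamma-synthase 28K_167_D03, an enzyme of methionine synthesis, was higher in XinWX by 2.68-fold at -1 DPA (log2 1.42 ± 0.38, adjusted p = 0.000196) and by 2.70-fold at 1 DPA (log2 1.44 ± 0.57, adjusted p = 0.000157), with a log2 ratio of 0.51 ± 0.36 at 0 DPA. The brassinosteroid co-receptor kinase BAK1, 28K_164_D07, was 3.39-fold higher in XinFLM at 0 DPA (log2 -1.76 ± 0.44, adjusted p = 5.47e-05), with log2 ratios of -0.76 ± 0.07 at -1 DPA and -0.65 ± 0.57 at 1 DPA.

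**Figure D2:**
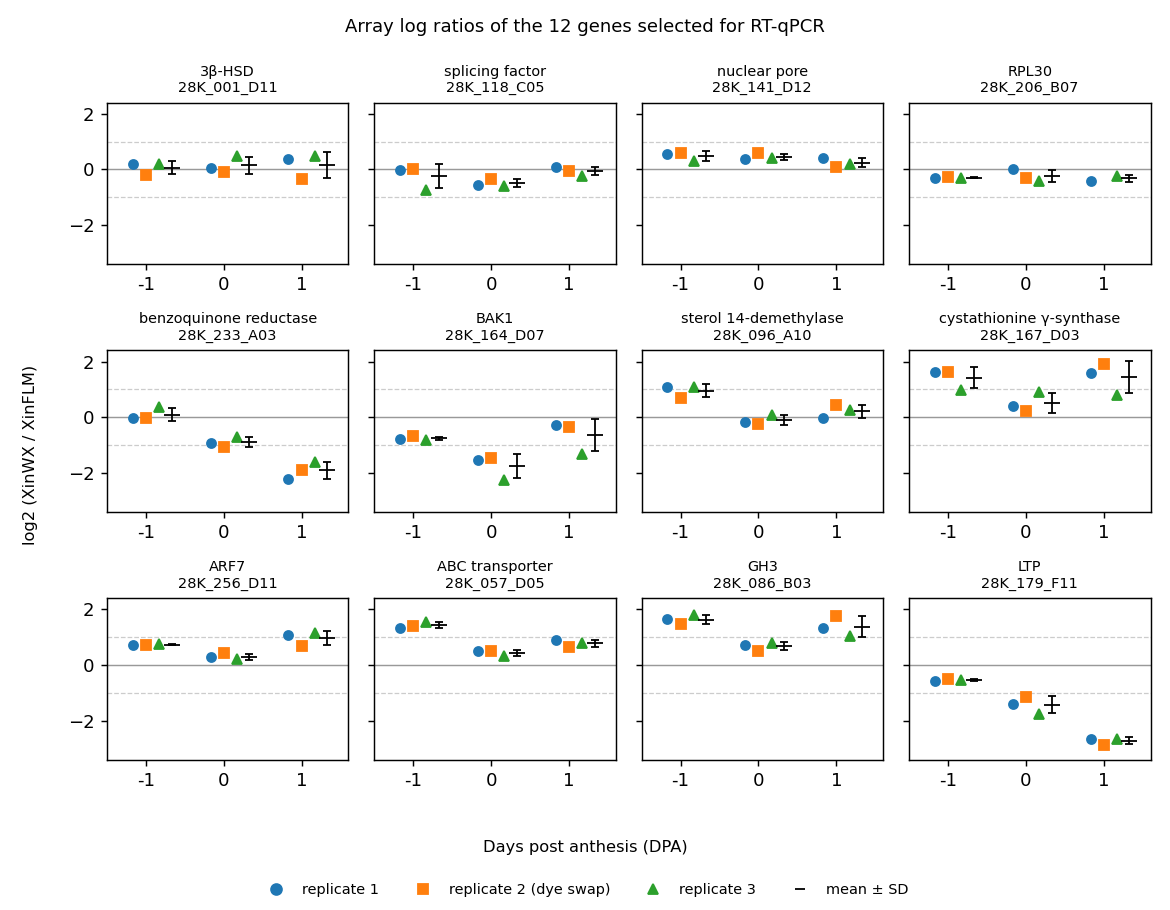
Log2 ratio of XinWX over XinFLM on the arrays (y-axis) at -1, 0 and 1 DPA (x-axis) for the 12 probes, with a point per array and bars for the mean ± SD. Dashed lines mark a fold change of 2, and 28K_164_D07 lies lowest at 0 DPA, at a mean of -1.76.

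Sterol 14-demethylase 28K_096_A10, an enzyme of sterol synthesis, passed the FDR at -1 DPA but stayed under a fold change of 2 (1.94-fold higher in XinWX, log2 0.96 ± 0.22, adjusted p = 0.000174). The auxin response factor probe 28K_256_D11 (ARF7), a transcription factor, did the same at 1 DPA (1.96-fold, log2 0.97 ± 0.24, adjusted p = 5.4e-05). Of the 4 control genes, 3-beta-hydroxy-delta5-steroid dehydrogenase 28K_001_D11 had log2 ratios of 0.05 ± 0.23, 0.15 ± 0.31 and 0.16 ± 0.46 at -1, 0 and 1 DPA, and the nuclear pore probe 28K_141_D12 had 0.48 ± 0.17 at -1 DPA and 0.45 ± 0.11 at 0 DPA (adjusted p = 0.0101 and 0.0364, and 0.13 and 0.335 with replicate 1 and the swapped array averaged). The splicing factor probe 28K_118_C05 had its largest log2 ratio at 0 DPA (-0.50 ± 0.14, adjusted p = 0.0565), and ribosomal protein L30 28K_206_B07 had -0.33 ± 0.14 at 1 DPA (n = 2 arrays, adjusted p = 0.137). Without -1 DPA replicate 2, 28K_096_A10 reached the fold change of 2 (log2 1.08), and 28K_256_D11 reached it at 1 DPA without replicate 2 of that stage (log2 1.11) and with either averaging of the swapped array (log2 1.02 and 1.00), plain background subtraction (1.03) or the authors' log2 ratios (1.03).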

For most genes, a similar expression pattern was obtained using both methods. Generally, the results of RT-qPCR were in agreement with the microarray data (correlation coefficient R = 0.87; Fig 3), which validated the microarray data.

**Fig 3:**
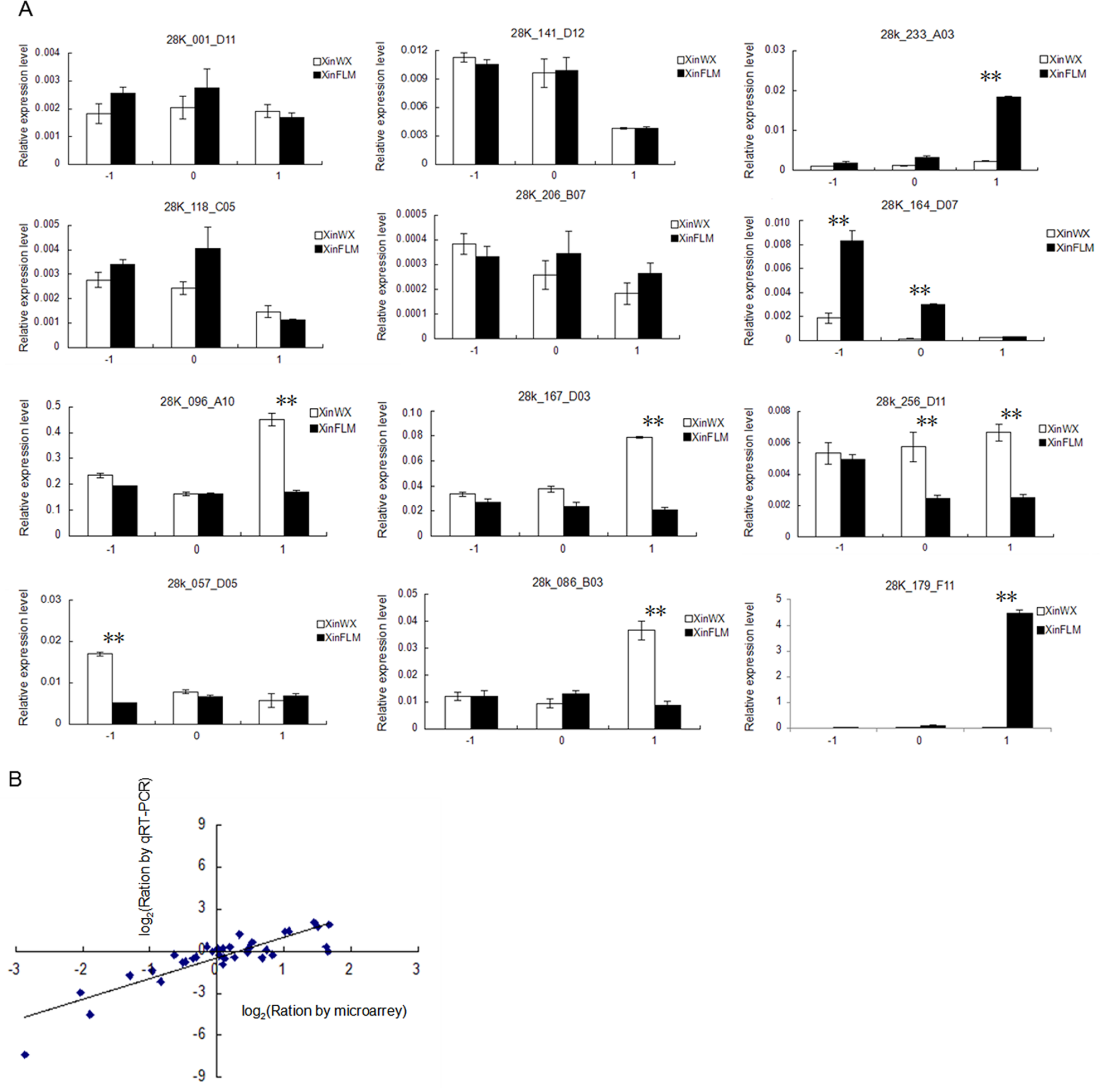
Comparison of gene expression ratios detected by microarray and RT-qPCR analyses. (A) Relative expression of 12 genes during fiber initiation. Mixtures of ovules and fibers at -1, 0, 1 DPA are shown. Error bars indicate ± SD of triplicate experiments. Three biological replicates were used for calculation. Significant differences at the 0.05 and 0.01 probability levels are represented by * and **, respectively. (B) Comparison of gene expression ratios from microarray and RT-qPCR analyses. Data from 12 genes at -1, 0, and 1 DPA from XinWX and XinFLM are shown. Log_2_ of the microarray expression ratios (x-axis) are plotted against log_2_ of the RT-qPCR expression ratios (y-axis).

### Gene ontology (GO) categories of differentially expressed genes within XinWX and XinFLM

Blast2GO was used to obtain GO functional annotation of all identified DEGs, with all of the genes on the chip as a reference group and DEGs as a test group to perform Fisher’s exact test (FDR <0.05). To obtain child GO and tip GO terms, the ‘show only most specific terms’ option was chosen. The main enriched GO terms from adjacent time points in both XinWX and XinFLM mutants are listed in Table 1 and discussed below. Complete information on over-represented GO terms is presented in S2 Table.

Between -1 and 0 DPA, XinWX and XinFLM shared some over-represented GO terms in common for up-regulated DEGs, for example ‘flavonoid biosynthesis process’ (GO:0009813, FDR = 0.00752 and 2.30E-16, respectively) at 0 DPA, which indicated that the two lines underwent some similar biological processes during this stage. During different intervals within the two lines, no over-represented GO terms were identified between 0 and 1 DPA or 1 and -1 DPA in XinWX, and between 1 and 0 DPA in XinFLM, for genes up-regulated at 1 DPA.

**Table 1:** Catalog of specific GO terms statistically over-represented during fiber initiation stages of XinWX and XinFLM.

Developmental stage comparison	Upregulated in XinWX or XinFLM	GO annotation	Functional categories	FDR
**0vs. -1dpa up in 0dpa**	**XinFLM**	GO:0009813	flavonoid biosynthetic process	2.30E-16
		GO:0005985	sucrose metabolic process	2.70E-04
		GO:0060416	response to growth hormone stimulus	0.00536
		GO:0008152	metabolic process	0.0064
		GO:0055114	oxidation-reduction process	1.03E-04
		GO:0005975	carbohydrate metabolic process	6.74E-07
		GO:0051301	cell division	0.0096
		GO:0019310	inositol catabolic process	0.04821
	**XinWX**	GO:0000280	nuclear division	0.00364
		GO:0009813	flavonoid biosynthetic process	0.00752
		GO:0009698	phenylpropanoid metabolic process	0.00364
**0vs. -1dpa up in -1dpa**	**XinFLM**	GO:0006529	asparagine biosynthetic process	1.34E-04
		GO:0009743	response to carbohydrate stimulus	2.54E-04
		GO:0042221	response to chemical stimulus	0.00135
		GO:0010200	response to chitin	0.00735
		GO:0009725	response to hormone stimulus	0.03591
	**XinWX**	GO:0010200	response to chitin	5.58E-09
		GO:0042221	response to chemical stimulus	5.00E-05
		GO:0000169	activation of MAPK activity involved in osmosensory signaling pathway	8.34E-04
		GO:0009867	jasmonic acid mediated signaling pathway	0.00328
		GO:0009863	salicylic acid mediated signaling pathway	0.00468
		GO:0009738	abscisic acid mediated signaling pathway	0.00485
**1vs.0dpa up in 0dpa**	**XinFLM**	GO:0042221	response to chemical stimulus	0.01595
	**XinWX**	NA	NA	NA
**1vs.0dpa up in 1dpa**	**XinFLM**	NA	NA	NA
	**XinWX**	NA	NA	NA
**1vs.-1dpa up in 1dpa**	**XinFLM**	GO:0055114	oxidation-reduction process	2.39E-05
		GO:0009813	flavonoid biosynthetic process	5.79E-05
		GO:0005975	carbohydrate metabolic process	1.70E-04
		GO:0005985	sucrose metabolic process	0.0096
		GO:0006869	lipid transport	0.02459
		GO:0043434	response to peptide hormone stimulus	0.04961
	**XinWX**	NA	NA	NA
**1vs. -1dpa up in -1dpa**	**XinFLM**	GO:0010200	response to chitin	8.23E-10
		GO:0009725	response to hormone stimulus	0.004169
		GO:0009755	hormone-mediated signaling pathway	0.008339
		GO:0046423	allene-oxide cyclase activity	0.005497
		GO:0009743	response to carbohydrate stimulus	2.01E-09
	**XinWX**	NA	NA	NA

NA, no result

FDR, false discovery rate.

In XinFLM, between -1 and 0 DPA, and -1 and 1 DPA, a large proportion of the DEGs that were up-regulated at 0 and 1 DPA involved in “sucrose metabolic processes” (GO:0005985, FDR = 2.7E-04 and 0.00960), “oxidation-reduction processes” (GO:0055114, FDR = 1.03E-04 and 2.39E-05) and “carbohydrate metabolic processes” (GO:0005975, FDR = 6.74E-07 and 1.70E-04) categories. This suggested that these processes were involved in fiber initiation. These GO terms included genes associated with fiber early development that were reported previously, such as sucrose synthase (Sus), which plays a rate-limiting role in the initiation of single-celled fibers [29]. Additionally, most genes that were differentially expressed during different intervals in XinFLM were associated with hormone metabolism. Between -1 and 0 DPA, many genes up-regulated at 0 DPA belonged to the category “response to growth hormone stimulus” (GO:0060416, FDR = 0.00536), likewise for those up-regulated at -1 DPA involved in “response to hormone stimulus” (GO:0009725, FDR = 0.03591). Between 1 and -1 DPA, many genes up-regulated at 1 DPA belonged to the category “response to peptide hormone stimulus” (GO:0043434, FDR = 0.04961), while many of those up-regulated at -1 DPA occupied the categories “response to hormone stimulus” (GO:0009725, FDR = 0.004169), “hormone-medicated signaling pathway” (GO:0009755, FDR = 0.008339), and "allene-oxide cyclase activity” (GO:0046423, FDR = 0.005497). These results indicated that plant hormones play an important role in fiber initiation development.

Between -1 and 0 DPA, over-represented GO terms for up-regulated DEGs at -1 DPA in XinWX included “jasmonic acid mediated signaling pathway” (GO:0009867, FDR = 0.00328), “salicylic acid mediated signaling pathway” (GO:0009863, FDR = 0.00468), and “abscisic acid mediated signaling pathway” (GO:0.0009738, FDR = 0.00485). These pathways may therefore negatively regulate fiber initiation. Abscisic acid (ABA) is known to have an inhibitory effect on fiber development [30, 31], however less information is available regarding the potential roles of jasmonic acid and salicylic acid in fiber development. Annotation of DEGs invovled in “jasmonic acid mediated signaling pathway” showed this GO term contained some genes such as bHLH transcription factor. In previous study, MYC2, a bHLH transcription factor, differentially modulates diverse jasmonate-dependent functions in *Arabidopsis* [32]. Here, the transcription factors enriched in the GO term of “jasmonic acid mediated signaling pathway” might be related to cotton fiber intiation development.

### Over-represented GO categories of differentially expressed genes between XinWX and XinFLM during fiber initiation

Functional annotation and enrichment analysis of DEGs between XinWX and XinFLM at -1, 0 and 1 DPA were performed using Blast2GO. The most specific GO terms (Table 2) are discussed below, and complete information on over-represented GO terms is presented in S3 Table.

**Table 2:** Specific GO terms enriched between XinFLM and XinWX at three time points.

Developmental stage		GO annotation	Functional Categories	FDR
**-1 DPA**	**up in XinFLM**	GO:0006529	asparagine biosynthetic process	8.56E-10
		GO:0009743	response to carbohydrate stimulus	4.97E-04
		GO:0009646	response to absence of light	1.20E-04
		GO:0016762	xyloglucan:xyloglucosyl transferase activity	4.07E-08
		GO:0006541	glutamine metabolic process	0.011596
	**up in XinWX**	GO:0055114	oxidation-reduction process	2.27E-11
		GO:0006006	glucose metabolic process	2.04E-11
		GO:0006732	coenzyme metabolic process	0.00683
		GO:0055085	transmembrane transport	0.0486
		GO:0016052	carbohydrate catabolic process	3.13E-10
		GO:0046506	sulfolipid biosynthetic process	0.00138
**0 DPA**	**up in XinFLM**	GO:0010200	response to chitin	0.000103
		GO:0006869	lipid transport	2.44E-04
		GO:0010876	lipid localization	2.44E-04
		GO:0071702	organic substance transport	0.00701
		GO:0009743	response to carbohydrate stimulus	0.0255
		GO:0009700	indole phytoalexin biosynthetic process	0.04749
	**up in XinWX**	GO:0009765	photosynthesis, light harvesting	0.02905
		GO:0060862	negative regulation of floral organ abscission	0.03751
		GO:0019310	inositol catabolic process	0.02905
		GO:0018298	protein-chromophore linkage	0.01193
**1 DPA**	**up in XinFLM**	GO:0006869	lipid transport	0.00000024
		GO:0010876	lipid localization	2.40E-07
		GO:0071702	organic substance transport	0.00389
		GO:0050625	2-hydroxy-1,4-benzoquinone reductase activity	0.004528246
		GO:0042335	tcuticle development	0.04312
	**up in XinWX**	GO:0009642	response to light intensity	9.30E-05
		GO:0046423	allene-oxide cyclase activity	2.12E-04
		GO:0006529	asparagine biosynthetic process	0.00237
		GO:0009939	positive regulation of gibberellic acid mediated signaling pathway	0.00818
		GO:0055085	transmembrane transport	0.01671

NA, no result

FDR, false discovery rate.

A comparison of DEGs between the two lines showed that the “response to carbohydrate stimulus” category was over-represented in XinFLM both at -1 and 0 DPA (GO:0009743, FDR = 4.97E-04 and 0.02550, respectively), while the “lipid transport” (GO:0006869, FDR = 2.44E-04, 2.40E-07) and “organic substance transport” (GO:0071702, FDR = 0.00710 and 0.00389) categories were simultaneously enriched at 0 and 1 DPA in this mutant line. These GO terms included lipid transfer proteins (LTPs) and transcription factors such as ERFs, WRKYs and Zinc-finger proteins which were indicative of a positive regulatory effect on early fiber development. 

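One lipid transfer protein probe is named in the study, 28K_179_F11, and its ratio between the lines was larger at 1 DPA than at -1 DPA. At -1 DPA its log2 ratio of XinWX over XinFLM was -0.54 ± 0.02 (SD, n = 3 arrays, adjusted p = 0.00814 in limma), under a fold change of 2. It was 2.69-fold higher in XinFLM at 0 DPA (log2 -1.43 ± 0.31, adjusted p = 1.19e-05) and 6.64-fold higher in XinFLM at 1 DPA (log2 -2.73 ± 0.13, adjusted p = 3.96e-09). The ratio itself moved by log2 -2.19 between -1 and 1 DPA (standard error 0.18, adjusted p = 3.01e-06), and its step from -1 to 0 DPA (adjusted p = 0.00964) and its difference at -1 DPA did not pass with replicate 1 and the swapped array averaged (adjusted p = 0.0906 and 0.0744). Other lipid transfer proteins and the ERF, WRKY and zinc-finger genes were not analysed here.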

At -1 DPA, the “xyloglucan: xyloglucosyl transferase activity” (GO:0016762, FDR = 4.07E-08) category was highly represented in XinFLM. Xyloglucan is known to be involved in cell wall loosening and expansion during fiber elongation [33]. 

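The benzoquinone reductase probe 28K_233_A03, for an enzyme that reduces quinones and is part of the antioxidant defense, had a log2 ratio of XinWX over XinFLM of 0.09 ± 0.23 at -1 DPA (SD, n = 3 arrays, adjusted p = 0.684 in limma). At 0 DPA the ratio was -0.90 ± 0.18 (1.87-fold higher in XinFLM, adjusted p = 0.00112), past the FDR but under a fold change of 2. At 1 DPA it was 3.75-fold higher in XinFLM (log2 -1.91 ± 0.31, adjusted p = 3.06e-07). The change of the ratio from -1 to 1 DPA was log2 -2.00 (standard error 0.20, adjusted p = 1.64e-05). With scale normalization between arrays the log2 ratio at 0 DPA was -1.12, past a fold change of 2.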

At 1 DPA, the GO term “2-hydroxy-1,4-benzoquinone reductase activity” (GO: 0050625, FDR = 0.004528) was over-represented, which included the cotton benzoquinone reductase known to be up-regulated in cotton ovules during fiber initiation [34]. XinWX also generated some particularly over-represented GO categories, including “oxidation-reduction processes” (GO:0055114, FDR = 2.27E-11), “carbohydrate catabolic processes” (GO: 0016052, FDR = 3.13E-10) at -1 DPA, “response to stress” (GO: 0006950, FDR = 1.43E-06 and 2.12E-04) at -1 and 1 DPA, respectively, and “glutamate synthase (NADH) activity” (GO: 0016040, FDR = 0.004267 and 9.84E-05) at -1 and 1 DPA, respectively. During the early stages of fiber development, carbohydrate and energy metabolism categories were over-represented more than once. This was consistent with previous reports suggesting these processes provide the carbon skeletons (polysaccharides and fatty acids) needed for cell wall synthesis and are therefore important for fiber development [35,36]. At 1 DPA, the “allene-oxide cyclase activity” (GO:0046423, FDR = 2.12E-04) was enriched in XinWX, which was also enriched in XinFLM at 1 DPA compared to -1 DPA (GO:0046423, FDR = 0.005497). AOC is a key enzyme in the biosynthesis of JA [37]. Plant hormones such as indole-3-acetic acid (IAA), gibberellic acid (GA3) and brassinosteroid (BR) are known to play important roles in cotton fiber initiation [38,39], and these results suggest that JA may also be involved in the progression of fiber initiation.

### Expression of AOCs plays a central role in cotton fiber initiation

The enriched allene-oxide cyclase activity GO category included four cotton ESTs, which corresponded to the four members (Gorai.004G046100, Gorai.004G046300, Gorai.004G046400, Gorai.008G185600) in *G*. *raimondii* (http://www.phytozome.net). In order to design the gene-specific primers, we downloaded the four AOC family genes from *G*. *raimondii*. Blast analysis showed that the *G*. *hirsutum* acc. TM-1 orthlog of Gorai.004G046100 (*GhAOC*) has been cloned previously [40], and was named as *GhAOC1* in this study, the other three *AOCs* in TM-1 were named *GhAOC2*, *GhAOC3*, and *GhAOC4* (corresponding to Gorai.004G046300, Gorai.004G046400, and Gorai.008G185600, respectively). Using gene-specific primers, it was confirmed that all four *AOCs* were upregulated during fiber initiation in XinWX compared with XinFLM, especially at -1 DPA (Fig 4), and all four *AOCs* were preferentially expressed in fiber tissues (Fig 5). *GhAOC1* was predominantly expressed during fiber development, especially during fiber elongation and secondary cell wall deposition, while expression in root, stem, and leaf was moderate. The *GhAOC2* transcript was much more abundant during fiber initiation (-3 to 1 DPA, with peak expression at -1 DPA), and also in fibers, roots, leaves and anther tissues at 25 DPA. *GhAOC3* expression also peaked at -1 DPA, and expression was much lower at 5 and 25 DPA in fibers, while expression was negligible in other tissues and organs compared to the peak at -1 DPA. *GhAOC4* was preferentially expressed in roots, stems and fibers during the early stages of development (-3 to 5 DPA), with expression again peaking at -1 DPA. Taken together, all four *AOCs* were preferentially expressed during the fiber initiation stage, especially at -1 DPA.

**Fig 4:**
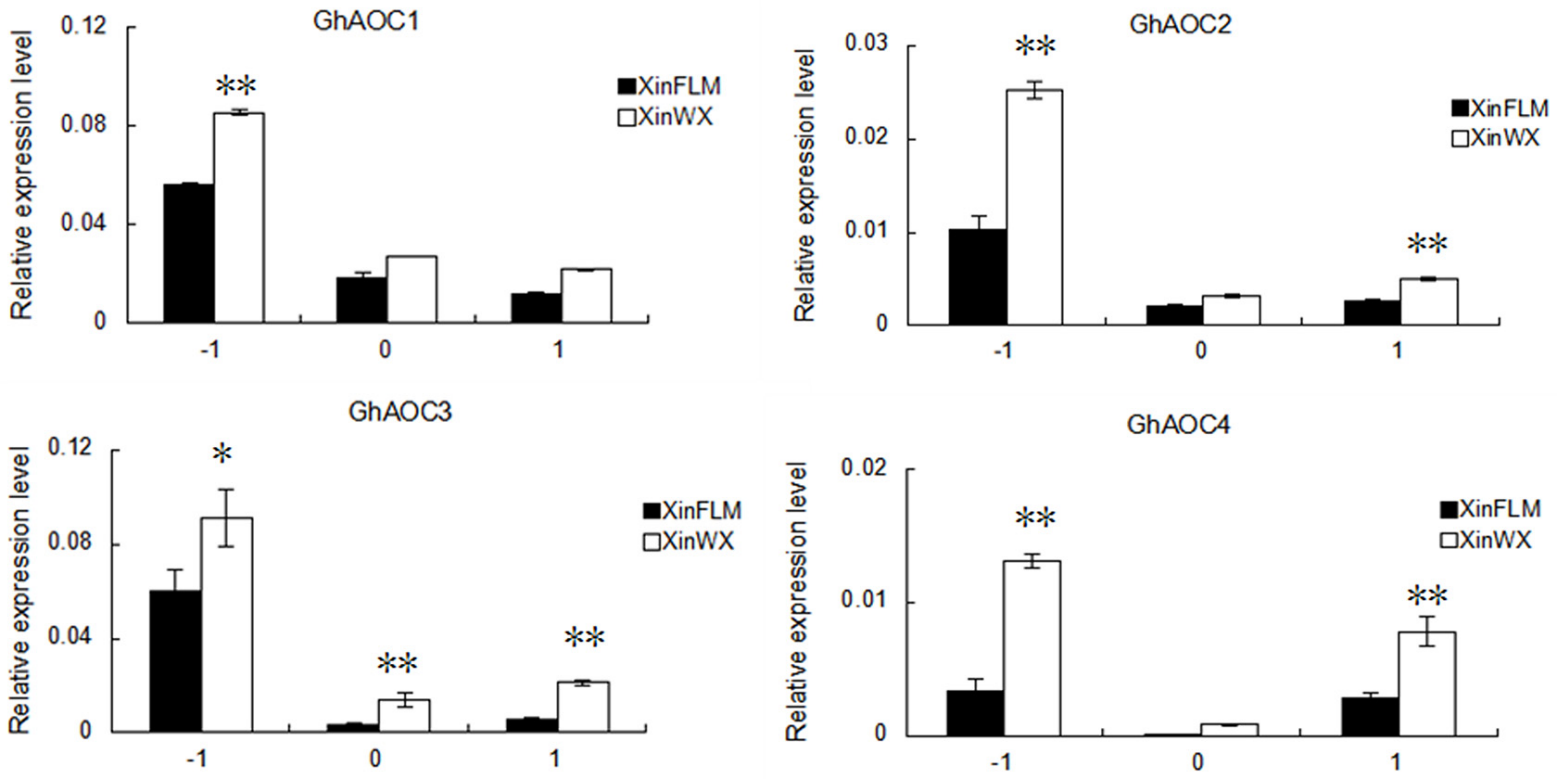
Comparison of *AOCs* expression in XinWX and XinFLM. Ovules at -1, 0 and 1 DPA are shown. Significant differences at the 0.05 and 0.01 probability levels are represented by * and **, respectively. Error bars indicate ± SD. The expression level was derived from triplicate experiments. Three biological replicates were used for calculation.

**Fig 5:**
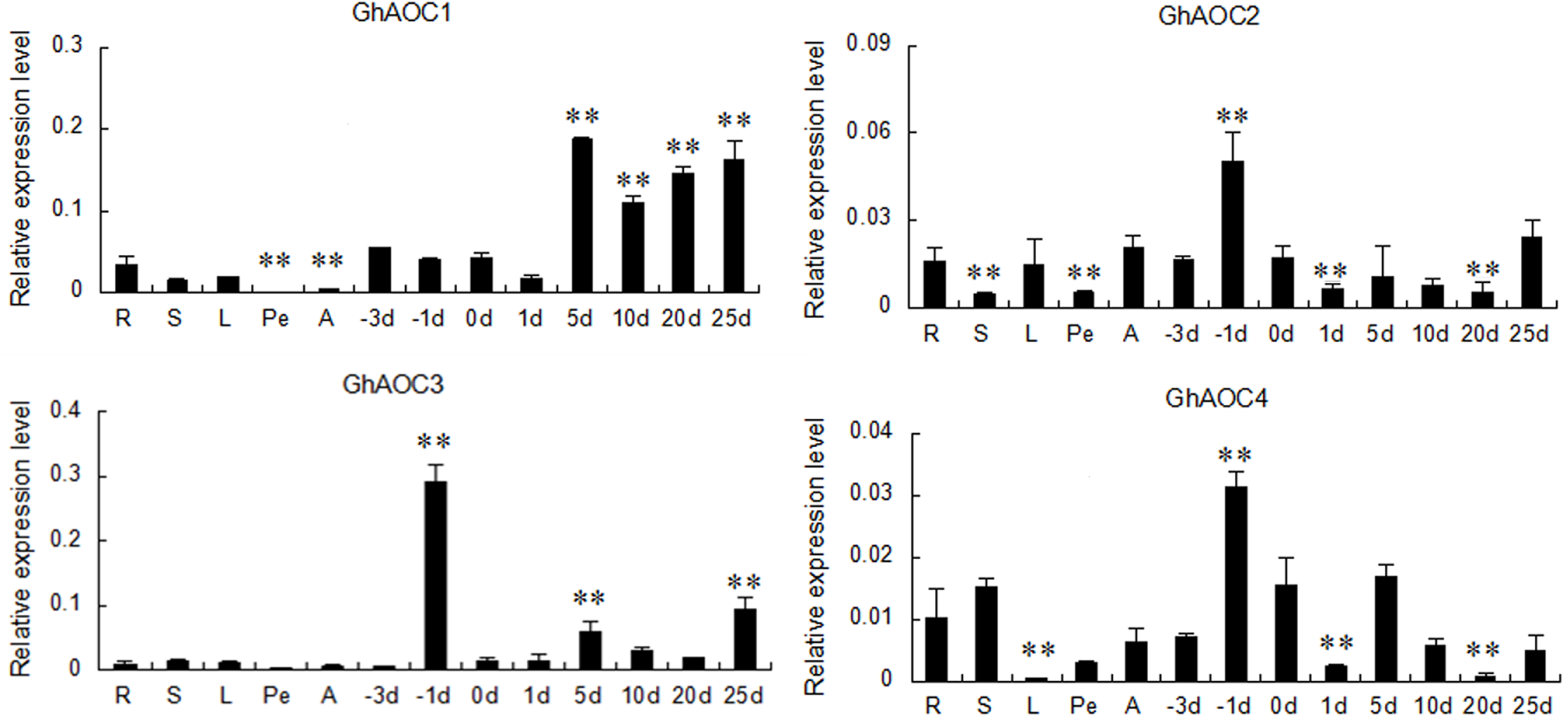
*AOCs* expression in different tissues and organs in TM-1. R, S, L, Pe, A, -3d, -1d, 0d, 1d, 5d, 10d, 20d, and 25d indicate root, stem, leaf, petal, anther, -3, -1, 0, 1 and 3 DPA ovules and 5, 10, 20 and 25 DPA fibers, respectively. Significant differences compared with the expression in root tissue at the 0.05 and 0.01 probability levels are represented by * and **, respectively. Error bars indicate ± SD of triplicate experiments. Three biological replicates were used for calculation.

To further investigate the role of *AOCs* in fiber initiation, their expression levels were measured between -3 and 3 DPA in different fiber mutant lines (Fig 6). Analysis of RT-qPCR data showed that *AOCs* exhibited a similar expression profile in all mutant lines tested. *GhAOC1*, *GhAOC2* and *GhAOC3* were preferentially expressed in ovules at -1 DPA, while *GhAOC4* mRNA was abundant at both -1 and 3 DPA. *GhAOC2*, *GhAOC3*, and *GhAOC4* were more highly expressed in lintless-fuzzless lines (XinWX, Xz-142 WX) (P<0.01) than in linted-fuzzless lines (XinFLM, n2) and linted-fuzzed lines (TM-1, Xz-142) at -1 DPA. In contrast, *GhAOC1* was more highly expressed in XinWX and Xz-142 WX than in NILs XinFLM and Xz-142, and expression was lowest in TM-1 and n2 (S4 Table). In summary, expression of *AOCs* in lintless-fuzzless mutants was generally higher than in linted-fuzzless and linted-fuzzed lines. These results, in combination with expression data from different tissues and organs in TM-1, suggested that upregulation of four *AOCs* was required for normal fiber initiation, but excessive overproduction of *AOCs* may lead to a suppressive effect on fiber initiation.

**Fig 6:**
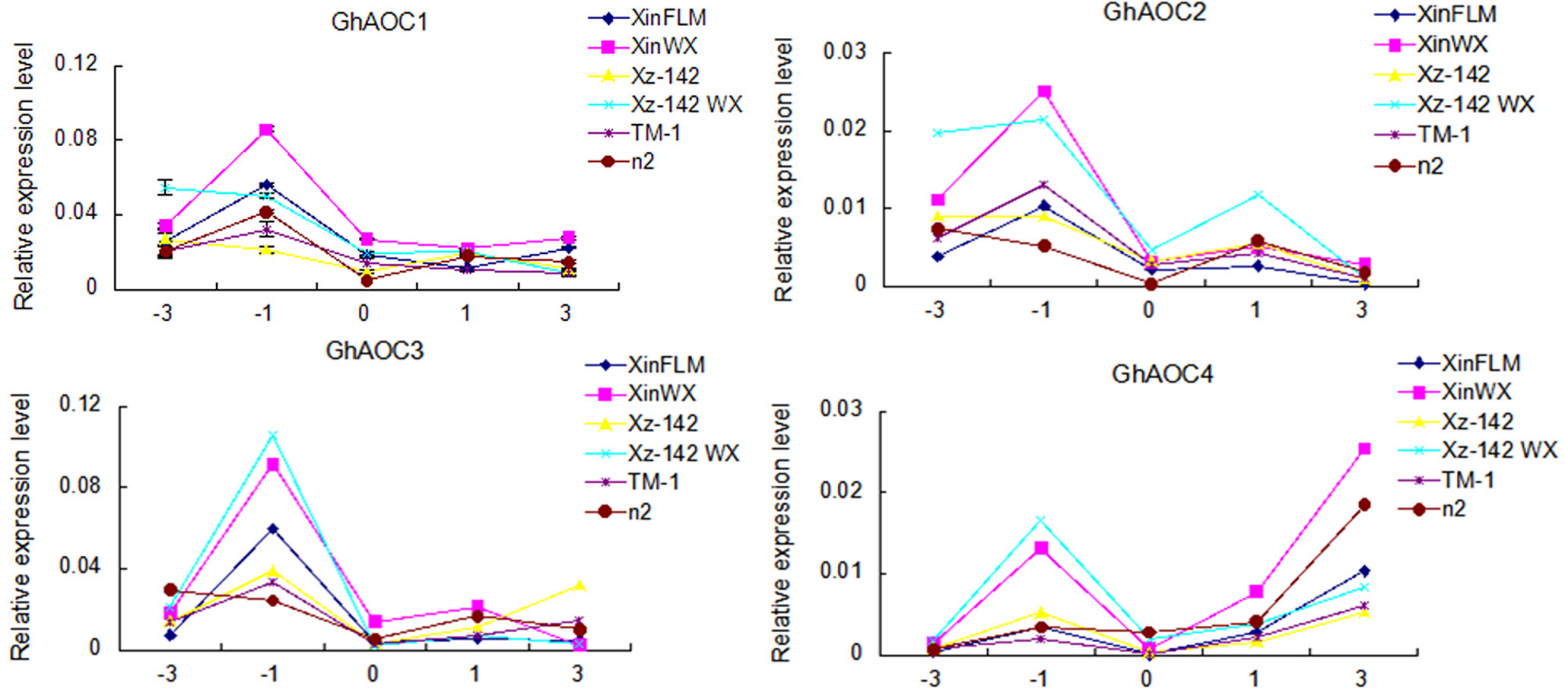
Relative expression of *AOCs* in fiber mutant lines during the early stages of fiber development. Mixtures of ovules and fibers at -3, -1, 0, 1 and 3 DPA are shown in x-axis. Error bars indicate ± SD of triplicate experiments. Three biological replicates were used for calculation.

### Expression of AOCs is stimulated by JA

In plants, AOCs are known to play a crucial role in JA biosynthesis. In order to investigate the relationship between expression of *AOCs* and JA, RT-qPCR was performed on leaf RNA of *G*. *hirsutum* cv. Jinmian 19, which was treated with JA for different time periods (with water as a control; Fig 7). All four *AOCs* exhibited a similar expression profile and all were significantly up-regulated following JA treatment, with a peak at 8 h after exposure.

**Fig 7:**
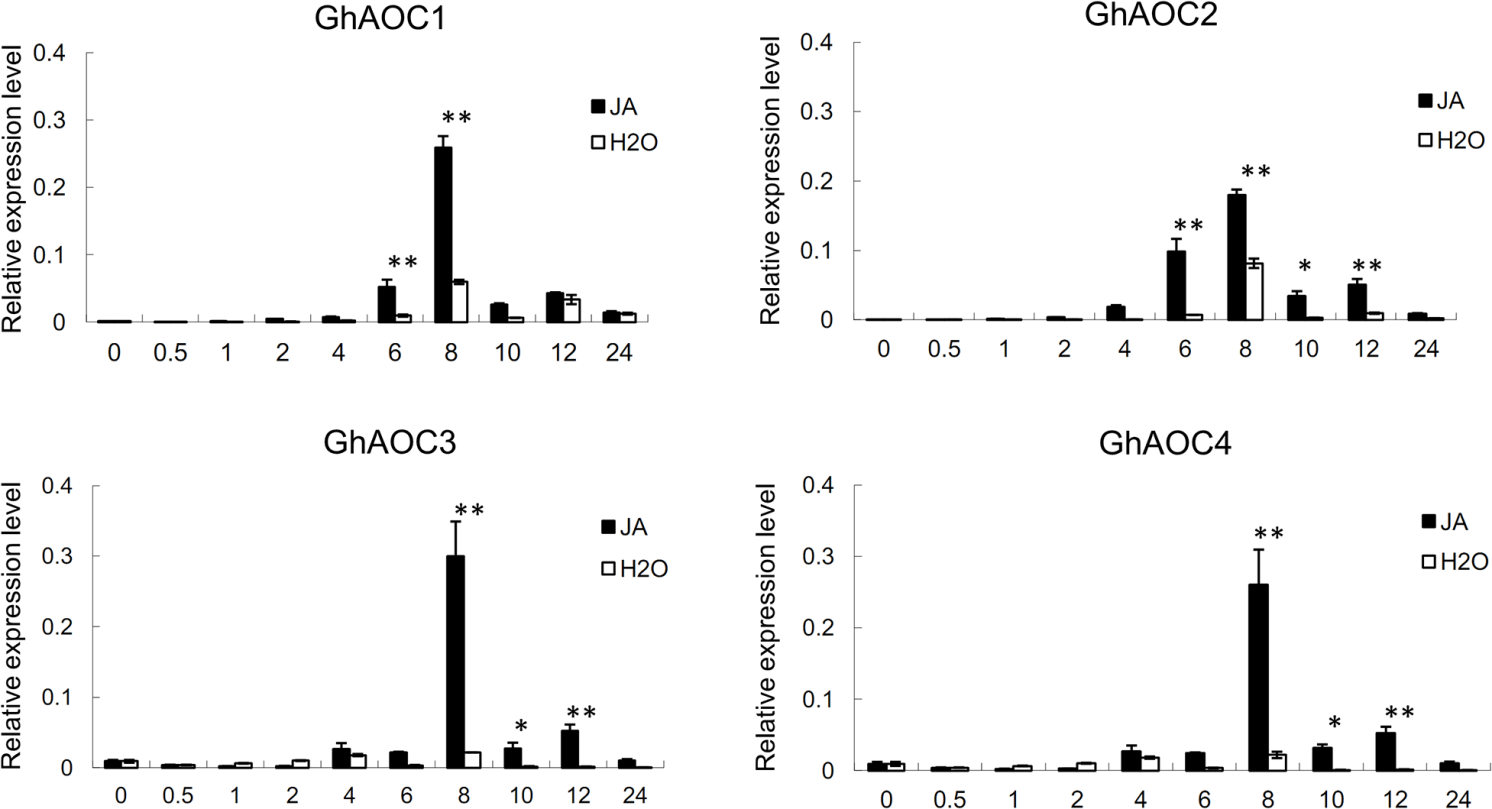
Expression of *AOCs* following JA treatment. The timepoints after initial JA treatment are shown, and treatment with water was used as a control. Significant differences at the 0.05 and 0.01 probability levels are represented by * and **, respectively. Error bars indicate ± SD of triplicate experiments. Three biological replicates were used for calculation.

### JA biosynthesis-associated genes were up-regulated during fiber initiation in the fuzzless-lintless mutant

To determine whether JA biosynthesis was co-regulated during fiber initiation, seven genes (AOS, 28K_069_H08 and 28K_156_D09; LOX, 28K_275_B02 and 28K_150_B07; OPR, 28K_299_E12; GH3, 28K_086_B03 and 28K_236_A10), which were differentially expressed between XinWX and XinFLM in the microarrays and their homologs reported previously were involved in JA biosynthesis in other plants [41], were subjected to RT-qPCR analysis (Fig 8). 

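On the arrays the JA synthesis genes went different ways at -1 DPA. Allene oxide synthase (AOS), which makes the allene oxide from which JA is formed, was higher in XinFLM on both probes, by 2.28-fold for 28K_069_H08 (log2 ratio of XinWX over XinFLM -1.19 ± 0.22, SD, n = 3 arrays, adjusted p = 0.000284 in limma) and by 2.30-fold for 28K_156_D09 (log2 -1.20 ± 0.55, adjusted p = 0.000485). Of the lipoxygenase (LOX) probes, 28K_275_B02 was 2.00-fold higher in XinFLM (log2 -1.00 ± 0.66, adjusted p = 0.00174), and 28K_150_B07 was 2.49-fold higher in XinWX (log2 1.32 ± 0.27, adjusted p = 0.000412). The 12-oxophytodienoate reductase (OPR) probe 28K_299_E12 did not pass the test at -1 DPA (log2 0.41 ± 0.33, adjusted p = 0.133).
At 0 DPA none of these 5 probes reached a fold change of 2, except 28K_150_B07 with scale normalization between arrays (log2 1.05). The AOS probes had log2 ratios of 0.62 ± 0.12 (28K_069_H08, adjusted p = 0.0444) and 0.61 ± 0.07 (28K_156_D09, adjusted p = 0.0712), and the LOX probes -0.69 ± 0.15 (28K_275_B02, adjusted p = 0.0382) and 0.84 ± 0.29 (28K_150_B07, adjusted p = 0.0219). At 1 DPA 28K_299_E12 was higher in XinWX (fitted log2 1.05 ± 0.64, adjusted p = 0.00139), by at least 1.48-fold, since its XinFLM signal was under 400 units on all 3 arrays. The AOS probes then had log2 ratios of 0.20 ± 0.58 and 0.26 ± 0.45, and 28K_275_B02 had 0.61 ± 0.20 (adjusted p = 0.0291). With replicate 1 and the swapped array averaged, neither this value nor those of the AOS and LOX probes at 0 DPA passed the FDR (adjusted p between 0.144 and 0.284).

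**Figure D3:**
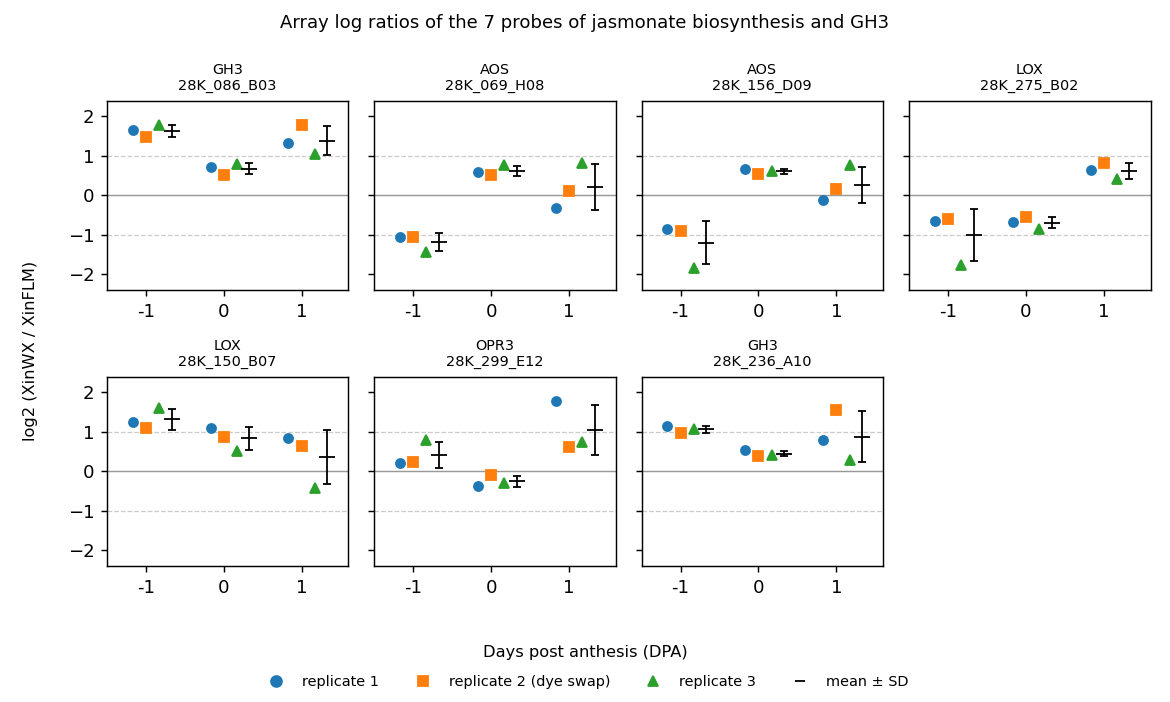
Log2 ratio of XinWX over XinFLM on the arrays (y-axis) at -1, 0 and 1 DPA (x-axis) for the 7 probes of JA synthesis and signaling, with a point per array and bars for the mean ± SD. Dashed lines mark a fold change of 2, and both AOS probes lie below 0 on all 3 arrays of -1 DPA and above 0 on all 3 arrays of 0 DPA.

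Without -1 DPA replicate 3, the log2 ratios at -1 DPA of 28K_275_B02 (-0.62) and 28K_156_D09 (-0.88) were under a fold change of 2, and 28K_275_B02 also stayed under it in 6 other settings (log2 -1.00 to -0.87). At 1 DPA 28K_299_E12 was under it without replicate 1 of that stage (log2 0.68), with the swapped array and replicate 1 averaged (0.97), and with no background correction (0.89), print-tip loess (0.93) or scale normalization (0.93).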

Other than 28K_086_B03 which showed significant expression differences at 1 DPA, the other six DEGs showed significantly higher expression in XinWX than in XinFLM between -1 and 1 DPA, especially at -1 DPA. Of these, two ESTs (28K_086_B03 and 28K_236_A10), encoding GH3 proteins, are known to be important for jasmonate signaling [35, 36]. 

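Both GH3 probes, for enzymes that conjugate hormones with amino acids, were higher in XinWX at -1 DPA. 28K_086_B03 was 3.11-fold higher in XinWX at -1 DPA (log2 1.64 ± 0.15, SD, n = 3 arrays, adjusted p = 3.88e-06 in limma) and 2.61-fold higher at 1 DPA (log2 1.39 ± 0.36, adjusted p = 7.97e-06). At 0 DPA its log2 ratio was 0.68 ± 0.14 (adjusted p = 0.00834, and 0.0679 with replicate 1 and the swapped array averaged), under a fold change of 2. 28K_236_A10 was 2.09-fold higher in XinWX at -1 DPA (log2 1.06 ± 0.09, adjusted p = 0.000758) and had a log2 ratio of 0.45 ± 0.07 at 0 DPA (adjusted p = 0.154). At 1 DPA its XinFLM signal was under 400 units on all 3 arrays, and it was at least 1.51-fold higher in XinWX (adjusted p = 0.00276). At -1 DPA 28K_236_A10 stayed just under a fold change of 2 with no background correction (log2 0.98) or scale normalization between arrays (1.00), and at 1 DPA its fitted log2 ratio of 0.88 ± 0.64 rose past it without replicate 3 of that stage (1.18), with plain background subtraction (1.08) or with the authors' log2 ratios (1.16).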

GH3 genes are induced by auxin and conjugate JA with amino acids. GH3.11 conjugates JA with isoleucine, and the resultant jasmonoyl-L-isoleucine (JA-Ile) is a crucial signalling molecule for the major jasmonate signaling pathway involving *COI1* [42]. GH3.3, GH3.5, and GH3.6 also conjugate JA to various amino acids and by doing so regulate JA homeostasis in *Arabidopsis* adventitious root initiation [43]. These results and the expression profiles of the *AOCs* suggested that the JA biosynthesis pathway is up-regulated during fiber initiation in the fuzzless-lintless mutant, who may result in overproduction of JA in XinWX compared to XinFLM.

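Of the 7 JA synthesis and signaling probes, 3 were higher in XinWX and 3 higher in XinFLM at -1 DPA, and 2 were higher in XinWX at 1 DPA. The 3 higher in XinWX at -1 DPA were LOX 28K_150_B07 and both GH3 probes, so that 28K_150_B07 was the only JA synthesis probe among them. The 3 higher in XinFLM were both AOS probes and LOX 28K_275_B02, which Fig 8 marks as higher in XinWX at this stage by RT-qPCR. The AOS probes followed each other over the 9 arrays at r = 0.977 and may not be separate measurements. 28K_275_B02, at log2 -1.00, was not called in 7 of 24 alternative settings. Of the 2 called at 1 DPA, 28K_299_E12 was not called in 5 of 23. At 0 DPA 3 probes higher in XinWX and 1 higher in XinFLM passed the FDR in limma, all under a fold change of 2, and none of these 4 passed with replicate 1 and the swapped array averaged. The numbers of DEGs were the same when adjusted over the list alone. The study chose these genes on the same arrays, so that the list is not independent evidence of its direction. The AOCs were not analysed here. From the RT-qPCR profiles of these genes and of the AOCs, the paper proposes that JA biosynthesis is up-regulated in XinWX during fiber initiation.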

**Fig 8:**
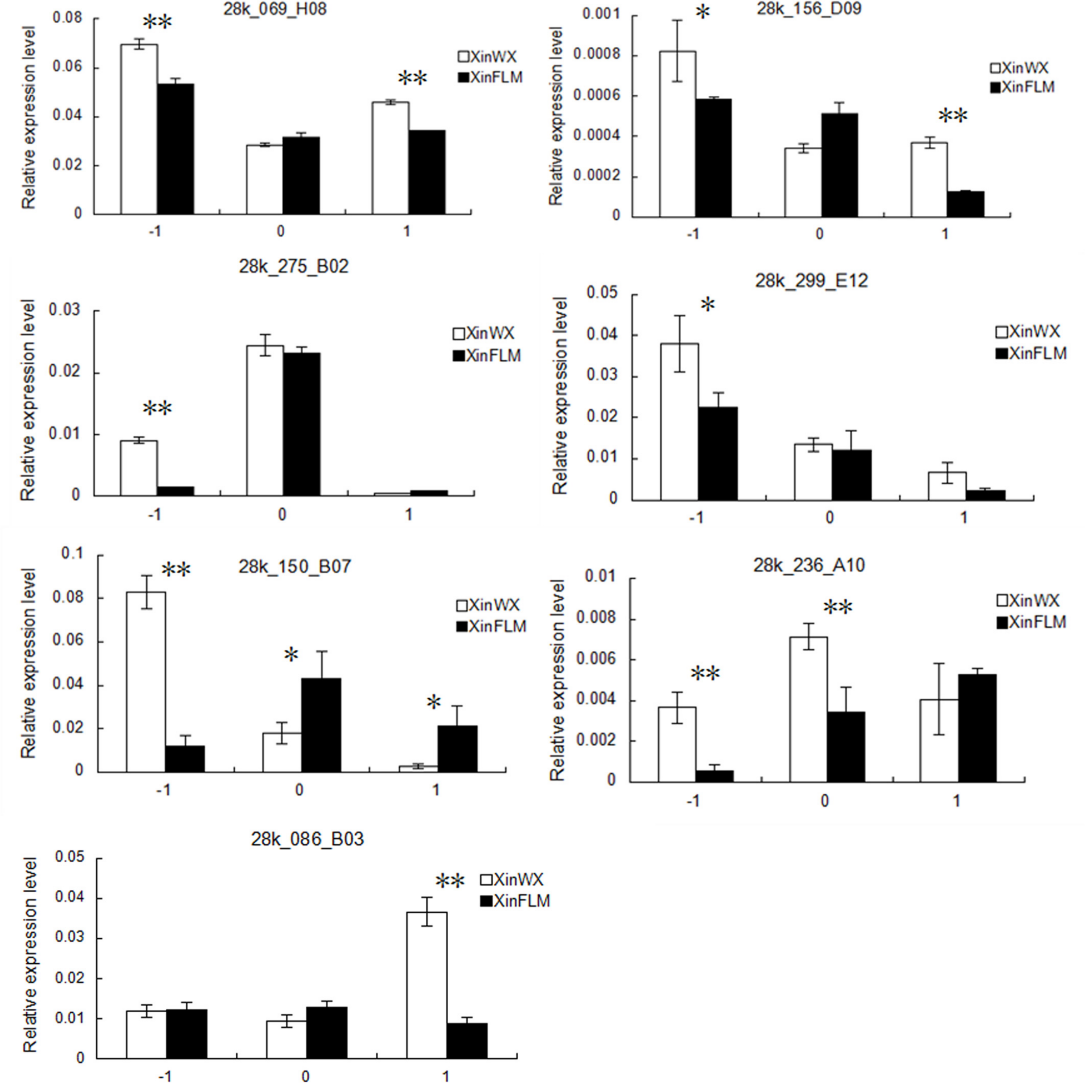
Differentially expressed genes involved in JA biosynthesis and signal transduction. Mixtures of ovules and fibers at -1, 0, and 1 DPA are shown in x-axis. Error bars indicate ± SD. Significant differences at the 0.05 and 0.01 probability levels are represented by * and **, respectively. The expression level was derived from triplicate experiments. Three biological replicates were used for calculation.

## Discussion

### Several key genes and pathways are responsible for progression of fiber initiation

Cotton fiber initiation is a complex biological process involving genes controlling the cell cycle, hormone regulation, signal transduction, cytoskeletal features, and formation and deposition of complex carbohydrates and cell wall proteins [7]. Transcription factors are particularly important for fiber cell initiation [44]. *GhMYB25*, *GhMYB25-like*, and *GhHD1* were previously identified as regulators of lint fiber initiation [45], and silencing of *GhMYB25* in cotton led to delayed fiber initiation and formation of shorter fibers [46], and overexpression of *GhHD1* stimulated fiber initiation, while silencing delayed this process [47]. In addition to transcription factors, phytohormones play key roles in plant development and have been well-studied. At anthesis, ovules initiate fiber development in cultures supplemented with both IAA and GA3, whereas ABA, ethylene, and cytokinins inhibit fiber development [30,31,35]. Numerous genes involved in IAA, GA, and BR biosynthesis and signalling pathways have been cloned and confirmed to be associated with the development of fiber initiation [48,49]. Additionally, genes involved in calcium signalling pathways and calcium and ROS homeostasis play crucial regulatory roles during fiber cell initiation and differentiation, and the *Sus* gene encoding sucrose synthase is also involved [8,17,29]. In this study, the Fisher’s exact test was finished to XinWX and XinFLM at three time points during fiber initiation development (-1, 0 and 1 DPA), and transcription factors such as ERFs, MYBs, WRKYs and Zinc-finger proteins were indicative of a positive regulatory effect on early fiber development, indicating important roles in the fiber initiation. Further, in hormone-associated metabolic pathways, GO terms in JA pathway were particularly enriched, especially AOCs, the key enzymes in JA biosynthesis, which suggests that JA is related to progression of fiber initiation.

Additionally, “Lipid transport” and “asparagine biosynthetic process” was also enriched during fiber initiation development. LTPs transport lipids from the endoplasmic reticulum (ER) to the plasma membrane (PM) and the cell exterior, and are known to be associated with fiber elongation [50,51]. LTPs are usually activated during the early stages of fiber development [5], and expression levels peaked at around 10 DPA [52]. Arfinine is the predominant nitrogen storage unit in cotton and accounts for at least 25% of total stored nitrogen, and the majority of nitrogen transported between cotyledons and the growing axis is via the asparagine pathway [53]. Nitrogen availability strongly influences cotton fiber yield and quality, and changes in nitrogen concentration can also influence sucrose inversion and the activity of invertase, sucrose synthetase and sucrose phosphate synthetase [54,55]. In this study, LTPs and genes associated with asparagine biosynthesis were upregulated in the microarray data of XinFLM compared to that of XinWX at 0 and 1 DPA, indicating important roles in the early stages of fiber development for these proteins. Further functional characterization is required to explore this possibility.

### Allene oxide cyclases and Jasmonic acid-associated metabolism regulate JA and affect fiber initiation

In plants, JA is synthesized from α-linolenic acid, which is oxygenated by 13-lipoxygenase. Allene oxide synthase (AOS) and allene oxide cyclase activity subsequently results in cis-(+)-12-oxo-phytodienoic acid (OPDA). AOC is required for formation of the cis-(+)-enantiomer (9S, 13S) of OPDA, which is thought to be the precursor of JA [56]. In *Medicago truncatula*, suppressing *MtAOC1* expression in roots lowered JA levels significantly [37], which highlighted the importance of AOC in JA biosynthesis. Genes encoding enzymes involved in JA biosynthesis generally induced by JA in *Arabidopsis* and tomato, indicating feed-forward regulation [38, 57]. JA, OPDA and their derivatives can induce *AOC* expression in *Arabidopsis* [58]. Biotic or abiotic stresses that lead to endogenous increases in octadecanoids and jasmonates are usually accompanied by upregulation of *AOC*, *AOS* and *OPR3* transcription [59–61]. *AOC* transcription and JA levels therefore appear to be coordinated during plant growth and development.

In this study, *AOC*, which was up-regulated in XinWX, was also enriched in XinFLM at 1 DPA compared to -1 DPA. The expression pattern of *AOCs* in different tissues, organs, and fibers at different development stages in TM-1 showed that they had preferential expression in fiber initiation stage (-3~1 DPA), especially at -1 DPA, suggesting a critical regulatory role in fiber initiation. Additionally, expression was significantly higher in lintless-fuzzless mutants than in linted-fuzzless and linted-fuzzed accessions, especially at -1 DPA, indicating that overexpression of *AOCs* may have a negative effect on progression of fiber initiation in lintless-fuzzless lines. These results, in combination with SEM images that showed no protrusions during fiber cell initiation at the ovular surface at 0 DPA in XinWX, indicated that *AOCs* are important for progression of fiber initiation but may suppress this process upregulated above a threshold value.

The development of cotton fibers shares many similarities with leaf trichome development in *Arabidopsis*, in which exogenous application of JA increases the number and density of leaf trichomes and has a synergistic effect on trichome induction with Gibberellin [62–65]. In cotton, continuous exogenous JA application inhibited fiber initiation and elongation, and this effect was dependent on both dosage and development stage [66]. *GhTCP*, which directly participates in the regulation of JA biosynthesis, influences fiber elongation via a complex system. Overexpression of *GbTCP* in cotton fibers increased the JA content but resulted in fewer fibers that were also shorter. However, in *GbTCP*-silenced cotton lines, the mature fibers were also shorter with lower quality [67], indicating that fiber elongation requires an optimal JA concentration. During fiber initiation, JA content at -1 DPA ovules is also higher, and JA response genes are up-regulated [66]. In this study, “jasmonic acid mediated signaling pathway” was enriched within XinWX suggested JA involved in fiber initiation. JA induced the expression of *AOCs* in cotton, with significant upregulation between 4 and 12h, and a peak in expression at 8 h. The expression profiles showed four *AOCs* and other genes encoding the main JA biosynthetic enzymes were up-regulated, indicating a high level of JA during the fiber initiation stage. However, expression levels were significantly higher in XinWX than in XinFLM, therefore JA appears to be related to normal fiber initiation in cotton, but overproduction of JA may suppress fiber development. Furthermore, we also sampled -2 DPA ovules from TM-1 treated with JA of different concentrations. After 2 days of culture of exogenous JA application, we found as low as 0.1μM JA to inhibit severly fiber initiation, and the inhibition was dose dependent (S2 Fig). This confirmed that high concentration of JA suppressed fiber development.

Cotton fiber initiation is a complex process involving many different plant hormones. *GH3*.*3*, *GH3*.*5*, *GH3*.*6* and *GH3*.*11*, all of which are induced by auxin, have been shown to be associated with JA homeostasis during initiation of adventitious roots in *Arabidopsis* [43]. *ARF6* and *ARF8*, transcription factors that are also transcriptionally regulated by auxin, are positive regulators of JA biosynthesis during flower development [68,69]. MYC2, a bHLH transcription factor, have been reported to play a central role within the JA signaling pathway in regulating diverse JA responses [32]. Furthermore, expression of the plant defense gene *ERF1* is rapidly activated by either ethylene or jasmonate, and synergistically by both hormones [70]. In this study, two GH3 proteins were differentially expressed in XinWX and XinFLM, with higher levels of expression in XinWX. This is consistent with the expression patterns observed for JA biosynthesis-associated genes. In summary, there appeared to be crosstalk between different hormones during fiber development in cotton. The exact regulatory mechanisms of the cross-talk between JA and other hormones require further investigation.

## Conclusions

Developmental mutants are ideal for exploring the key genes and pathways in plant fiber development. In this study, several important genes and pathways involved in cotton fiber initiation were identified, including hormone-associated metabolic pathways, lipid transport and asparagine biosynthetic processes, and various transcription factors. Additionally, JA was found to be related to normal fiber initiation, but overproduction of JA is unfavorable for fiber development.

## Supporting Information

S1 Table Gene-specific primers used for RT-qPCR analysis.

S2 Table Complete information on over-represented GO terms within XinWX and XinFLM.

S3 Table Complete information on over-represented GO terms between XinWX and XinFLM.

S4 Table Statistical significance analysis of the expressions of *AOCs* in fiber mutant lines at -1 DPA. A, B, C, D, E indicated significant differences of expressional level (P<0.01) among different lines. The same alphabet represented no significant difference.
(XLS)

S1 Fig Phenotypic characterization of XinWX and XinFLM.

S2 Fig Scanning electron microscopy analysis of the fiber development using -2 DPA ovules in TM-1 after 2 days of culture of exogenous JA application. (1) ovules cultured with standard BT medium; (3) ovules treated with 0.1μM JA; (5) ovules treated with 0.5μM JA; (7) ovules treated with 2.5μM JA. (2), (4), (6), and (8) are the enlarged views of the fiber initiation section in (1), (3), (5), and (7), respectively. The magnification in (1), (3), (5) and (7) is 50×, and in (2), (4), (6) and (8) is 300×. Arrows indicated the protrusion of epidermal cells.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

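The lines XinWX and XinFLM were compared on 9 dual-dye arrays, 3 at each of -1, 0 and 1 DPA, with both lines at the same stage on each array. The assignment of stage, replicate and dye follows the sample labels and the methods. Per array, 30000 spots were read, of which 29184 held probes and 816 were controls or empty, and 29183 different probes were left after 1 pair of spots of the same probe was averaged.

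The deposited scanner files hold the intensity of each spot and its local background in the Cy5 and Cy3 channels, as the authors' scanner and image software gave them, with no normalization. A further table holds log2 ratios of Cy5 over Cy3 that the authors normalized within arrays, with the dye swap not turned. The submitters' processing notes name limma 3.4.5 and R 2.12.2. The medians of the authors' log2 ratios lay between -0.0115 and 0.00949 per array, and they correlated with the log ratios computed here at r = 0.944 to 0.998. Their scale, centring and direction follow from this comparison. They were used as an alternative.

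From the intensities, background was corrected with normexp (offset 50) in limma 3.58.1 under R 4.3.3, with statmod 1.5.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Spots under 400 units after plain background subtraction in both channels were treated as faint, as the methods give the limit but no channel. Between 20544 and 23884 probes were kept per array. Log2 ratios were normalized within each array by loess (span 0.3, 4 iterations) with faint and control spots at weight 0. The lowest scanner flag, carried by 25.9% to 40.6% of the probe spots per array, was not used as a filter in the main setting. Between 0 and 17 probe spots per channel were saturated, and these were kept.

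For differences between the lines, log2 ratios of XinWX over XinFLM from all 9 arrays were fitted in limma with 1 coefficient per stage, and probes kept on at least 2 of the 3 arrays of a stage were tested. Differences of change between the lines were contrasts of stages in the same fit, counted at an FDR under 0.05. For changes within a line, arrays were normalized by Aquantile and both channels were fitted with limma's separate-channel analysis (intraspot correlation 0.781). That fit takes no missing values, so that the intensities of faint spots entered it, and the filter decided only which probes were tested, those kept on at least 2 of the 3 arrays at both stages. P-values were adjusted by the Benjamini-Hochberg method, and DEGs had an FDR under 0.05 and a fold change of at least 2. Where a probe was under 400 units on all 3 arrays of a group, its fold change is given as a lower bound. The mean of the brighter group was set against the faint probe's own normalized value on each array. Where it was higher, the lowest normalized intensity of probes with at least 400 units in the same channel was taken instead.

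Same-numbered arrays of -1 and 0 DPA deviated from their stage means in the same way, by correlations across probes over 0.1 for each number, in the log ratio (r = 0.140, 0.257 and 0.128) and in the XinFLM channel (0.118, 0.128 and 0.379). This pairing rests on the data alone, and between these stages the block value is given beside a count of XinFLM that it moves by over 1.5 times. In the XinWX channel 1 of the 3 values (0.0949) was under 0.1, as was at least 1 for the other pairs of stages.

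The array number limits the precision, since each group has 3 arrays and, by the methods, 2 biological replicates. The same fits were tested on simulated data with 18150 probes, of which 200 were changed. This is the number of probes kept on every array, and the fits take each array as a separate sample. The shares called below therefore do not describe a design with 2 biological replicates, or probes that were faint on some arrays. Between the lines at 0 DPA, 34.3% of simulated changes of log2 1, 97.0% of log2 1.5 and 100% of log2 2 were called. A change of log2 1 lies on the fold limit itself, and 77.6% of these passed the FDR. At -1 and 1 DPA 52.2% and 46.3% of changes of log2 1 were called. For XinFLM between -1 and 1 DPA the shares called at the same sizes were 22.4%, 61.2% and 93.9%, and for XinWX 22.4%, 59.7% and 86.4%. There 25.4% (XinFLM) and 26.9% (XinWX) of changes of log2 1 passed the FDR.

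Genes to be named were fixed before the data were examined, as every probe the paper names and the probes with the largest ratios in each direction, up to 2 per direction where no gene name comes with the probe. For 18 probes the paper gives a gene name. The other probes were not paired with genes here, and gene lists and GO terms were therefore not tested. The alternatives covered background correction, the filter on faint spots, normalization within and between arrays, a dye term, the replicate number as a block, averaging of the swapped array with replicate 1 or 3, leaving out each array, the authors' log2 ratios, the arrays in the fit and the threshold. No column of per-sample values was left out.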

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

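The comparisons of replicates 1 and 2 over all probes, the tests of normalization between arrays and of the 1 DPA array of replicate 3, and the 3 tests on the allene oxide synthase and lipoxygenase probes were chosen only after the result was seen, as were the counts at an unadjusted p and the spread per stage, and the bounds of the test of the 1 DPA array were set with its counts known.

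The difference between the lines changed with stage. By a test of the difference itself in limma, the change differed between the lines for 1485 probes from -1 to 0 DPA, 1731 from 0 to 1 DPA and 2263 from -1 to 1 DPA. With replicate 1 and the swapped array averaged these were 310, 404 and 866. Among the probes the paper names, the log2 ratio of XinWX over XinFLM moved by over 1 in the following cases. From -1 to 0 DPA it fell by 1.07 for sterol 14-demethylase 28K_096_A10 (adjusted p = 0.00378), and rose by 1.81 for both allene oxide synthase probes, 28K_069_H08 (adjusted p = 0.000707) and 28K_156_D09 (1.81, adjusted p = 0.00127). From 0 to 1 DPA it fell by 1.01 for benzoquinone reductase 28K_233_A03 and fell by 1.30 for lipid transfer protein 28K_179_F11, and it rose by 1.11 for BAK1 28K_164_D07, by 1.31 for lipoxygenase 28K_275_B02 and by 1.29 for 12-oxophytodienoate reductase 28K_299_E12, with adjusted p between 0.000568 and 0.022. The size of the last is not settled, because the XinFLM signal of 28K_299_E12 was under 400 units on all 3 arrays of 1 DPA. From -1 to 1 DPA it fell by 2.00 for 28K_233_A03 and fell by 2.19 for 28K_179_F11, and rose by 1.39 for 28K_069_H08, by 1.46 for 28K_156_D09 and by 1.61 for 28K_275_B02, with adjusted p between 3.01e-06 and 0.00274. With the averaging, the changes of 28K_096_A10 (adjusted p = 0.0554), of 28K_233_A03 (0.0985), 28K_164_D07 (0.153) and 28K_275_B02 (0.0663) from 0 to 1 DPA no longer passed.

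Replicates 1 and 2 lay closer to each other than to replicate 3 at each stage. The lowest gap between their correlation and the higher one with replicate 3 was 0.200, at 1 DPA, over all probes kept on every array. Noisier spots on the replicate 3 arrays would close the gap among bright probes, but among the 6050 brightest it was 0.203. Shared RNA extracts in replicate 1 and the dye swap may account for the gap of 0.200, which is in line with the 2 biological replicates of the methods. No biological explanation was tested, since the design gives none within a stage.

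More probes changed between -1 and 1 DPA in XinFLM (2176) than in XinWX (468). With no normalization between arrays XinFLM had 6.93 times the calls of XinWX (2169 against 313). In that setting the median change of all probes was log2 -0.33 in XinFLM and -0.37 in XinWX, and 1846 and 291 of the calls were lower at 1 DPA. A shift of all probes thus enters these counts, and they cannot tell whether the normalization made the gap. The median SD of XinWX channels within a stage was 1.04 times that of XinFLM (1.20 at -1 DPA and 0.952 at 1 DPA). The fit estimates 1 spread per probe for both lines, so all 21229 probes had the same standard error in both. A wider spread in 1 line would thus enter both counts, and the ratio of the SDs cannot decide on this explanation. Against shared RNA in replicate 1 and the swapped array as the cause, their averaging left XinFLM with 488 calls and XinWX with 0 in limma. As a count of 0 meets any ratio, counts at an unadjusted p under 0.05 are set beside these, and they were 3409 and 1719 with the averaging, a ratio of 1.98, and 5812 and 3937 without it, a ratio of 1.48. Without the 1 DPA array of replicate 3, whose XinWX and XinFLM medians were farthest apart, the counts were 3299 and 2100, a ratio of 1.57 that lies between the bounds set for it, so that a part of that array in the gap stays open. A larger stage change in XinFLM, the biological explanation that the design gives, is a hypothesis. XinFLM changed more in 78.3% of the differing probes (74.6% without that array and 81.8% with the averaging). These shares come from the same changes on the same arrays as the counts, so they are not separate support. The hypothesis is not settled while the part of that array stays open.

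Both allene oxide synthase probes and lipoxygenase 28K_275_B02 were lower in XinWX at -1 DPA on the arrays, against the direction in Fig 8. Dye bias is argued against by their values, which lay below 0 in 9 of 9 cases on straight and swapped arrays alike, and exchanged lines by the other probes with a direction marked at -1 DPA in Fig 3 and Fig 8, of which 5 of 5 had it on the arrays, 4 of them past the FDR, though 2 of the 5 are 28K_150_B07 and 28K_299_E12, whose listed primers share runs of 17 bases and which may not be separate measurements. Cross-hybridization of related transcripts may contribute, since the log ratios of the allene oxide synthase probes followed each other over the 9 arrays at r = 0.977, but probes that measure 1 gene well would do the same. A difference of -1 DPA between the RNA used for the arrays and for RT-qPCR was not tested.

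Other splits of the same arrays were too few for a share under 0.05, with 4 splits per stage between the lines and 10 for each pair of stages, and the real split, counted as 1, was the largest each time. Between the lines the real counts were 769, 335 and 875 at -1, 0 and 1 DPA, and the highest of the other splits were 0, 0 and 5 (limma, where the real splits had 8667, 4858 and 8047 probes at an unadjusted p under 0.05). For the difference of change, 1485, 1731 and 2263 stood against 1, 18 and 0. For XinFLM, 161, 613 and 2176 stood against 1, 1 and 6, and for XinWX, 97, 56 and 468 stood against 0, 7 and 8, from -1 to 0, 0 to 1 and -1 to 1 DPA.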

How the results depend on the processing

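The averaging of replicate 1 with the swapped array for changes within a line, the removal of spots with the lowest scanner flag, the restriction to probes kept on all 9 arrays, and the reading of the pairing for each pair of stages were chosen after seeing the data.

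Between the lines, counts at -1, 0 and 1 DPA (769, 335 and 875) stayed within 1.5 times under the alternatives, except with no minimum fold change (5741, 1742 and 5357) and, at 0 DPA, with scale normalization (586, which held all 335). Leaving out each array gave 734 to 886, 289 to 377 and 783 to 984. The difference of change from -1 to 0 DPA (1485) was 913 with no faint filter, 310 with replicate 1 and the swapped array averaged, 2242 with replicate 3 and the swapped array averaged, and 671 to 2283 on leaving out each array (moved without replicate 1 or 2 of -1 or 0 DPA and without 1 DPA replicate 3). From 0 to 1 DPA (1731) it was 1088, 404 and, on leaving out arrays, 796 to 2210 (moved without replicate 1 or 2 of 0 DPA, 796 and 804, and 1 DPA replicate 1, 1013). From -1 to 1 DPA (2263) the averaging with replicate 1 gave 866 and leaving out arrays 1456 to 2367 (moved without -1 DPA replicate 1, 1456).

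Within the lines, counts are for -1 to 0, 0 to 1 and -1 to 1 DPA. Averaging replicate 1 with the swapped array gave 3, 0 and 488 in XinFLM and 0, 0 and 0 in XinWX (limma, with 2075 probes at an unadjusted p under 0.05 for XinFLM from 0 to 1 DPA, and 1134, 1148 and 1719 for XinWX). The fit with the 6 arrays of the pair of stages alone gave 425, 343 and 1564 in XinFLM and 420, 8 and 66 in XinWX. With no normalization between arrays, XinFLM had 21, 317 and 2169 and XinWX 1, 26 and 313. That setting moved the median change of all probes from -1 to 1 DPA to -0.33 in XinFLM and -0.37 in XinWX, from 0 to 1 DPA to -0.26 and -0.27, and from -1 to 0 DPA to -0.08 in both. The split into higher and lower then was 323 and 1846 in XinFLM from -1 to 1 DPA (1040 and 1136 in the main setting), 22 and 291 in XinWX (198 and 270), 38 and 279 in XinFLM from 0 to 1 DPA (230 and 383), all 26 lower in XinWX from 0 to 1 DPA (8 and 48) and the 1 lower from -1 to 0 DPA, and in XinFLM from -1 to 0 DPA 61.9% were higher (73.3%). In the fit with 6 arrays the split of XinWX was 171 and 249 from -1 to 0 DPA (52 and 45), all 8 lower from 0 to 1 DPA, and 37 and 29 from -1 to 1 DPA. A dye term gave 22 and 247 in XinWX from 0 to 1 and -1 to 1 DPA, removal of spots faint in either channel 22 and 297, quantile normalization 31 from 0 to 1 DPA, and the restriction to probes kept on all 9 arrays 172 from -1 to 0 DPA. The replicate number as a block gave 281, 1091 and 2480 in XinFLM and 239, 395 and 884 in XinWX, with 112 higher and 283 lower for the 395. Same-numbered arrays deviated together between -1 and 0 DPA in the log ratio and the XinFLM channel, with every correlation over 0.1. In the log ratio each array of these stages correlated best with its own number, but in the XinFLM channel -1 DPA replicate 1 did so with 0 DPA replicate 2 (0.283). Elsewhere the samples share only a number, with a lowest correlation of log ratios of -0.06, between 0 and 1 DPA. The block changed no other count by over 1.5 times. Leaving out each array gave 7 to 373, 122 to 2107 and 1093 to 3299 in XinFLM and 0 to 361, 5 to 1982 and 20 to 2100 in XinWX. The 0 is without 0 DPA replicate 2 (limma, 1374 at an unadjusted p under 0.05), and each highest value is without 1 DPA replicate 3. In XinFLM the exceptions that stayed within 1.5 times were 1 DPA replicates 1 and 2 (-1 to 0), -1 DPA replicates 2 and 3 (0 to 1) and all but -1 DPA replicates 1 and 2 and 1 DPA replicate 3 (-1 to 1). In XinWX they were -1 DPA replicate 3 and 1 DPA replicate 1 (-1 to 0), no array (0 to 1), and 0 DPA replicate 3 (-1 to 1). Where the setting does not itself remove samples or probes, the cause was not tested.

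Of the 54 array values of the probes measured by RT-qPCR, 15 were called, and between 12 and 17 under the alternatives. No named probe reversed a called direction. Of the changes within a line from -1 to 1 DPA, that of 28K_275_B02 in XinFLM was not called under 12 of 20 alternatives and that of 28K_150_B07 in XinWX under 4. In XinFLM 28K_179_F11 was lost with replicate 1 and the swapped array averaged, 28K_233_A03 with that and with no normalization between arrays (log2 0.95), and 28K_299_E12 without -1 DPA replicate 1. The correlation of log ratios between 0 and 1 DPA was 0.32 on the swapped arrays alone. Gene list tests (Fisher's exact test, camera and fry) were not run, because probes were not paired with genes.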

Differences from the paper's values

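The averaging of the swapped array with replicate 1 for changes within a line was chosen only after the result was seen, and the other settings below were set before the data were examined.

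In XinWX between -1 and 1 DPA the paper reports 68 DEGs and 468 were called here at the same thresholds. Of the alternatives set before the data were examined, the fit with the 6 arrays of these stages alone (66), without -1 DPA replicate 2 (55) and without 1 DPA replicate 2 (72) fall within 1.5 times the paper's count, and the others, between 20 and 2100, do not. In XinWX between -1 and 0 DPA the paper shows about 430 in Fig 2, read by eye, and 97 were called. The fit with 6 arrays (420) and leaving out 1 DPA replicate 3 (361) come within 1.5 times, and the other alternatives, between 0 (limma, 1374 at an unadjusted p under 0.05) and 239, do not. In XinFLM between -1 and 0 DPA the paper shows about 450 in Fig 2, read by eye, and 161 were called. The same 6-array fit (425) and leaving out 1 DPA replicate 3 (373) come within 1.5 times, and the others, between 7 and 281, do not. In XinWX between 0 and 1 DPA the paper shows about 10 in Fig 2, read by eye, and 56 were called. The 6-array fit (8), leaving out 0 DPA replicate 1 (7) and leaving out 0 DPA replicate 3 (15) come within 1.5 times, and the others, between 5 and 1982, do not. The 6-array fit thus gives counts within 1.5 times the paper's in these 4 comparisons and, with 1564, against the paper's 1774 in XinFLM between -1 and 1 DPA, while its 343 in XinFLM between 0 and 1 DPA is farther than the 613 called here from the paper's count, about 560 in Fig 2, read by eye. With the averaging chosen after seeing the values, XinWX had 0 in all 3 intervals (limma, 1134, 1148 and 1719 at an unadjusted p under 0.05), which does not come within 1.5 times.

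Of the 8 genes of Fig 3 that the paper lists as DEGs, 2 were not called at any stage here. Sterol 14-demethylase 28K_096_A10 had a log2 ratio of XinWX over XinFLM of 0.96 at -1 DPA and was called without -1 DPA replicate 2 (1.08). ARF7 28K_256_D11 had 0.97 at 1 DPA and was called with plain background subtraction (1.03), with the swapped array averaged with replicate 1 (1.02) or replicate 3 (1.00), without 1 DPA replicate 2 (1.11) and with the authors' log2 ratios (1.03).

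Of the 10 differences marked as significant in Fig 3, 10 had the same sign on the arrays, 6 of them as DEGs, and 2 of the other 4 did not pass the FDR (28K_096_A10 at 1 DPA, adjusted p = 0.247, and 28K_256_D11 at 0 DPA, 0.166). For the array DEGs 28K_167_D03 and 28K_086_B03 at -1 DPA and 28K_179_F11 at 0 DPA, no mark was read in Fig 3. Of the 12 marked in Fig 8, 7 had the same sign, 3 of them as DEGs, and 5 the opposite one, 3 of them as DEGs. The other 4 of the same sign, among them both allene oxide synthase probes at 1 DPA, did not pass the FDR (adjusted p between 0.133 and 0.427), and their direction on the arrays is not settled. Of the 12, 4 are of 28K_150_B07 and 28K_299_E12, whose listed primers share runs of 17 bases. The paper shows both allene oxide synthase genes and lipoxygenase 28K_275_B02 higher in XinWX at -1 DPA by RT-qPCR, and on the arrays 28K_069_H08 (log2 -1.19), 28K_156_D09 (-1.20) and 28K_275_B02 (-1.00) were lower in XinWX. Fig 8, read by eye, shows lipoxygenase 28K_150_B07 higher in XinFLM at 0 and 1 DPA, which are 2 of the 5 of opposite sign, whereas the paper's text counts this gene among 6 with higher expression in XinWX between -1 and 1 DPA. On the arrays its log2 ratio at 0 DPA was 0.84, under a fold change of 2 (adjusted p = 0.0219 in limma, and 0.16 with replicate 1 and the swapped array averaged), and past it with scale normalization between arrays (1.05). At 1 DPA its direction on the arrays is not settled (adjusted p = 0.228), since the XinFLM signal was under 400 units on all 3 arrays and the 3 values had both signs. At -1 DPA 28K_150_B07 (1.32) and GH3 28K_236_A10 (1.06) were higher in XinWX on the arrays, as in the paper.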

Other observations

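The comparison of the primers and the shares of rising and falling probes and the leaving out of arrays in the lag tests were chosen only after the results were seen, and the 3 tests of a lag were written before.

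Beyond the genes the paper names, changes between -1 and 1 DPA were largest in probes without a gene name here, among DEGs kept on all 6 arrays of these stages whose values did not overlap between them. Probes outside these limits had fitted changes of up to log2 5.07 in XinFLM and 4.27 in XinWX. In XinFLM 28K_281_E05 rose 30.7-fold (log2 4.94, standard error 0.34, adjusted p = 1.12e-07 in limma) and 28K_304_G06 rose 17.0-fold (log2 4.08, adjusted p = 1.12e-07) between -1 and 1 DPA. With replicate 1 and the swapped array averaged both still passed (adjusted p = 0.000189 and 0.000569). 28K_294_D08 fell in both lines, at least 9.40-fold in XinFLM, where it was under 400 units on all 3 arrays of 1 DPA, and by 5.06-fold in XinWX (log2 -2.34, adjusted p = 0.00442, 0.228 with the averaging). 28K_157_E12 fell 7.48-fold in XinWX between these stages (log2 -2.90, adjusted p = 0.00489, 0.228 with the averaging; log2 -2.28 without 1 DPA replicate 2 and -3.56 without 1 DPA replicate 3).

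A hypothesis tested was that XinWX lags behind XinFLM, so that probes that rise with stage would be lower in XinWX at the stage in question. Correlations were taken across probes, which are not independent, with changes between the 2 other stages, on arrays not shared. At 1 DPA the log ratio of XinWX over XinFLM correlated with the change of XinFLM from -1 to 0 DPA at r = -0.24 and with that of XinWX at r = -0.31. The less negative, -0.237, has the sign that a lag predicts only if probes keep their direction after 0 DPA, which was not checked. Of 41 probes that fell in XinFLM from -1 to 0 DPA, 82.9% were higher in XinWX at 1 DPA, and of 44 that fell in XinWX, 97.7% were. Those that fell in XinWX had made this change by 0 DPA, so their ratio at 1 DPA does not show XinWX late for it. With replicate 1 and the swapped array averaged, 3 probes in all were called over this interval in XinFLM and 0 in XinWX (limma, 1134 at an unadjusted p under 0.05). The probes that rose show less, with 60.2% of those that rose in XinFLM and 59.6% of the 52 that rose in XinWX lower in XinWX at 1 DPA, against 50.9% of all probes. On leaving out each array the less negative correlation at 1 DPA stayed between -0.289 and -0.188. At 0 DPA the higher correlation was 0.061, between 0.0395 and 0.0858 on leaving out arrays, which argues against a lag at this stage. Of the 1028 probes that rose in XinFLM from -1 to 1 DPA, 55.1% were lower in XinWX at 0 DPA, against 51.2% of all, and of the 195 that rose in XinWX 37.4% were, while 34.6% of those that fell in XinFLM and 43.0% of those that fell in XinWX were higher in XinWX. At -1 DPA the correlations were -0.097 with the change of XinFLM from 0 to 1 DPA and 0.00329 with that of XinWX. By the bound written before, a value of 0 or more with either change argues against a lag, and 0.00329 met it. On leaving out arrays, a condition added after the result was seen, the higher of the 2 lay between -0.0136 and 0.0199. As these values lie on both sides of 0, a lag at -1 DPA is not settled. Of the 223 probes that rose in XinFLM 67.7% were lower in XinWX at -1 DPA, against 50.5% of all, and of the 7 that rose in XinWX 28.6% were, while 55.4% of those that fell in XinFLM and 56.3% of those that fell in XinWX were higher in XinWX. A lag at 1 DPA stays a hypothesis, since probes that change with stage may differ between the lines at 1 DPA for other reasons, which were not tested. Only the test at 0 DPA used an interval that spans its stage.

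The primer sets that the paper's supplement lists for lipoxygenase 28K_150_B07 and 12-oxophytodienoate reductase 28K_299_E12 share a run of 17 bases in the forward and of 17 bases in the reverse primer. In the 153 pairs of primer sets compared, the next longest shared runs were 8 and 7 bases. Their mean log2 ratios on the arrays were 1.32 ± 0.27 for 28K_150_B07 and 0.41 ± 0.33 for 28K_299_E12 at -1 DPA (SD, n = 3 arrays).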
